# CCR2 promotes monocyte recruitment and intestinal inflammation in mice lacking the interleukin-10 receptor

**DOI:** 10.1038/s41598-021-04098-7

**Published:** 2022-01-10

**Authors:** Shorouk El Sayed, Izabel Patik, Naresh S. Redhu, Jonathan N. Glickman, Konstantinos Karagiannis, El Sayed Y. El Naenaeey, Gamal A. Elmowalid, Ashraf M. Abd El Wahab, Scott B. Snapper, Bruce H. Horwitz

**Keywords:** Inflammatory bowel disease, Inflammation, Monocytes and macrophages, Interleukins

## Abstract

Macrophages are a heterogeneous population of mononuclear phagocytes abundantly distributed throughout the intestinal compartments that adapt to microenvironmental specific cues. In adult mice, the majority of intestinal macrophages exhibit a mature phenotype and are derived from blood monocytes. In the steady-state, replenishment of these cells is reduced in the absence of the chemokine receptor CCR2. Within the intestine of mice with colitis, there is a marked increase in the accumulation of immature macrophages that demonstrate an inflammatory phenotype. Here, we asked whether CCR2 is necessary for the development of colitis in mice lacking the receptor for IL10. We compared the development of intestinal inflammation in mice lacking IL10RA or both IL10RA and CCR2. The absence of CCR2 interfered with the accumulation of immature macrophages in IL10R-deficient mice, including a novel population of rounded submucosal Iba1^+^ cells, and reduced the severity of colitis in these mice. In contrast, the absence of CCR2 did not reduce the augmented inflammatory gene expression observed in mature intestinal macrophages isolated from mice lacking IL10RA. These data suggest that both newly recruited CCR2-dependent immature macrophages and CCR2-independent residual mature macrophages contribute to the development of intestinal inflammation observed in IL10R-deficient mice.

## Introduction

Inflammatory bowel disease (IBD) is a complex genetic disease that represents an interplay of environmental factors and genetic susceptibility associated with a dysregulated immune response against gut microenvironmental triggers^1–3^. IBD includes both ulcerative colitis (UC) and Crohn’s disease, which exhibit relapsing and remitting gastrointestinal mucosal inflammation. Genome-wide association studies have determined that polymorphisms in genes associated with bacterial sensing, innate immunity, and Th17 pathways, such as NOD2, STAT3, IL10, and IL23R, are associated with an altered risk of developing IBD^4,5^. In addition, rare homozygous loss-of-function mutations in IL10R are strongly associated with severe and difficult-to-treat intestinal inflammation during infancy^6–8^. These prior studies suggested that understanding the proper regulation of inflammatory pathways by IL10R signaling is essential for developing effective therapies for colitis^9,10^. IL10 is an anti-inflammatory cytokine secreted primarily by myeloid, B and T cells. Its receptor is a heterotetrametric complex that consists of two α subunits (IL10RA) and two β subunits (IL10RB)^11,12^. While the α subunits are unique to IL10R, the β subunits are shared with receptors for other cytokines, including IL22, IL26 and INF-λ^13,14^. Following engagement by IL10, IL10R activates the nonreceptor tyrosine kinases JAK1 and TYK2, inducing downstream signaling pathways, including STAT3 phosphorylation and nuclear translocation^10^. It has been shown that the function of IL10R on innate immune cells and macrophages in particular is essential to prevent colitis^15–17^. Moreover, Bernshtein and colleagues have shown that mice specifically lacking IL10RA in macrophages (*Cx3cr1*^*Cre*^*Il10ra*^*fl/fl*^) develop spontaneous colitis^18^. Macrophages from these engineered mice exhibit a profound inflammatory signature characterized by elevated expression of *Il23a, Il12b*, and *Ccl5*. Pointing toward a critical role for macrophage pro-inflammatory gene expression in the etiology of colitis, mice lacking both *Il10ra* and *Il23a* specifically in macrophages are protected from colitis^18^.

The mature intestinal macrophage pool is constantly replenished through the influx of Ly6C^hi^ blood monocytes that initiates at the time of weaning and is dependent on microbial colonization^19^. Following extravasation, these monocytes proceed through a series of maturation steps, including downregulation of Ly6C expression, acquisition of MHCII and increasing expression of CX3CR1^20^. Recently, it has been demonstrated that two distinct mononuclear phagocyte cells defined as CD11c^+^CD206^int^CD121b^+^ and CD11c^−^CD206^hi^CD169^+^ originate from common CCR2^+^ precursors during maturation of colon MPs. These two populations have distinct gene expression profiles and anatomic localization. CD11c^+^CD206^int^CD121b^+^ macrophages localize close to the tips of the villi and express genes associated with immune effector function, while CD11c^−^CD206^hi^CD169^+^ macrophages are localized below the base of the crypt and within the submucosa and express genes related to cell recruitment and tissue regeneration^21^. These results suggest that monocytes recruited into the colon can develop distinct phenotypes and functions.

It has previously been shown that under homeostatic conditions, the accumulation of monocyte-derived macrophages in the colon depends on CCR2^19,22^. Bain and colleagues observed that mice lacking CCR2 had a reduced number of Ly6C^+^ colonic macrophages compared to age-matched wild-type mice, suggesting that CCR2 was necessary for monocyte recruitment into the colon. In addition, irradiated mice reconstituted with equal mixtures of wild-type and CCR2-deficient bone marrow cells demonstrated elevated ratios of wild-type to CCR2-deficient macrophages within the colon, indicating that CCR2 is essential for the accumulation of monocyte-derived macrophages. However, this result may not solely be the result of a defect in the recruitment of CCR2-deficient monocytes into the intestine, as there was a considerable reduction in the ratio of CCR2-deficient to wild-type monocytes in circulation^19^. In fact, this is consistent with prior results suggesting that CCR2 signaling is necessary for monocyte mobilization from the bone marrow^23,24^.

While blood monocytes recruited into the colon of healthy mice quickly differentiate into macrophages with a mature phenotype, this maturation process appears disrupted during inflammation. Within the colon of mice treated with DSS, there is a marked increase in the total number of colonic macrophages as well as an increase in the proportion of Ly6C^+^ macrophages relative to mature Ly6C^−^ macrophages^20^. Interestingly, compared to wild-type mice, CCR2-deficient mice treated with DSS exhibited a reduction in the percentage and number of F4/80^+^TLR2^+^ macrophages in the colon. These authors demonstrated that these F4/80^+^TLR2^+^ cells corresponded to a CX3CR1^int^Ly6C^hi^CCR2^+^ population observed in the colon of CX3CR1^Gfp^ mice challenged with DSS, suggesting that the absence of CCR2 inhibited the recruitment of Ly6C^+^ macrophages. Furthermore, following adoptive transfer of equal mixtures of wild-type and CCR2-deficient bone marrow cells into host mice, there was a considerable defect in the accumulation of intestinal macrophages derived from the CCR2-deficient bone marrow compared to intestinal macrophages derived from wild-type bone marrow. These results suggest that the presence of CCR2 is essential for the accumulation of Ly6C^+^ inflammatory macrophages observed within the colon of DSS-treated mice^25^.

In contrast to the studies described above for DSS colitis, the severity of colitis in IL10-deficient mice was not reduced by the deletion of CCR2, and differences in the frequency of the predominant macrophage populations within the colon of these doubly deficient mice were not detected. However, the fractions of colonic macrophages that expressed both Ly6C^+^ and MHCII^+^ cells were not explicitly evaluated in this study^26^. Therefore, it remains an open question whether CCR2 is in fact necessary for the accumulation of Ly6C^+^MHCII^+^ monocyte-derived macrophages observed within the colon of mice lacking IL-10R signaling.

We have shown that IL10R-deficient mice (C57BL/6) carrying the cytokine deficiency-induced colitis susceptibility locus (*Cdcs1*) develop spontaneous colitis within 3–4 weeks of birth. Colitis in these mice is characterized by a large increase in the total number of colonic macrophages and an increase in the proportion of Ly6C^+^MHCII^+^ monocyte-derived macrophages, similar to that observed in DSS-treated mice^17^. Furthermore, we and others have demonstrated that macrophages play an essential role in the development of disease pathogenesis^10,15,17,18^. However, it remains unclear whether the accumulation of Ly6C^+^MHCII^+^ monocyte-derived macrophages is necessary for the development of disease or whether this accumulation depends on CCR2. Here, we demonstrate that CCR2 is essential for the accumulation of Ly6C^+^MHCII^+^ macrophages within the colon of IL10R-deficient mice and that colitis was significantly less severe in these mice. Thus, we suggest that the CCR2-dependent accumulation of Ly6C^+^MHCII^+^ macrophages in the colon of IL10R-deficient mice exacerbates the development of intestinal inflammation.

## Results

### Colitis is less severe in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice lacking *Ccr2*

We have shown that the absence of IL10RA leads to the rapid development of infant-onset colitis in C57BL/6 mice that also harbor *Cdcs1*^17^. Colitis in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice is characterized by marked elevation of inflammatory cytokines, including *Il12b, Infg, Il1b and Tnf*^17^*.* While the absence of CCR2 reduces the severity of colitis in DSS-treated mice^25^, it did not appear to reduce the severity of colitis in mice on a mixed 129 and C57BL/6 background that lacked *Il10*^26^. Thus, it remains unclear whether CCR2 function and CCR2-dependent monocyte recruitment are necessary for the development of colitis in mice lacking IL-10R signaling. To address this issue, we compared the severity of colitis in *Cdcs1*^+*/*+^ (C57BL/6) mice lacking either *Il10ra* alone or both *Il10ra* and *Ccr2*. Consistent with our previously reported results, we observed that *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice exhibit robust spontaneous colitis by 4–5 weeks of age. Histological assessment of the colon revealed cryptitis with crypt regeneration, distortion, and crypt hyperplasia (Fig. 1A). However, we found that the histological signs of colitis were less severe in *Cdcs1*^+*/*+^ mice that lacked both *Il10ra* and *Ccr2* than in littermates that lacked *Il10ra* alone (Fig. 1A, B). Consistent with reduced histologic signs of colitis, we observed decreased expression of genes associated with pathogenesis of colitis, including *Il12b, Infg*, and the IFNg regulated gene *Cxcl9,* within total RNA isolated from the colon of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to expression observed within the colon of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice (Fig. 1C). Furthermore, the median value of *Tnf* expression within the colon of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice was lower than that observed in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice, although this difference was not statistically significant. Interestingly,we did not detect difference in the expression of the the CCR2 ligand CCL2 within the colons of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ and *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice. Therefore, we suggest that the absence of CCR2 interferes with the development of colitis in mice lacking the receptor for IL10 without altering the expression of its ligand CCL2.

**Figure 1:**
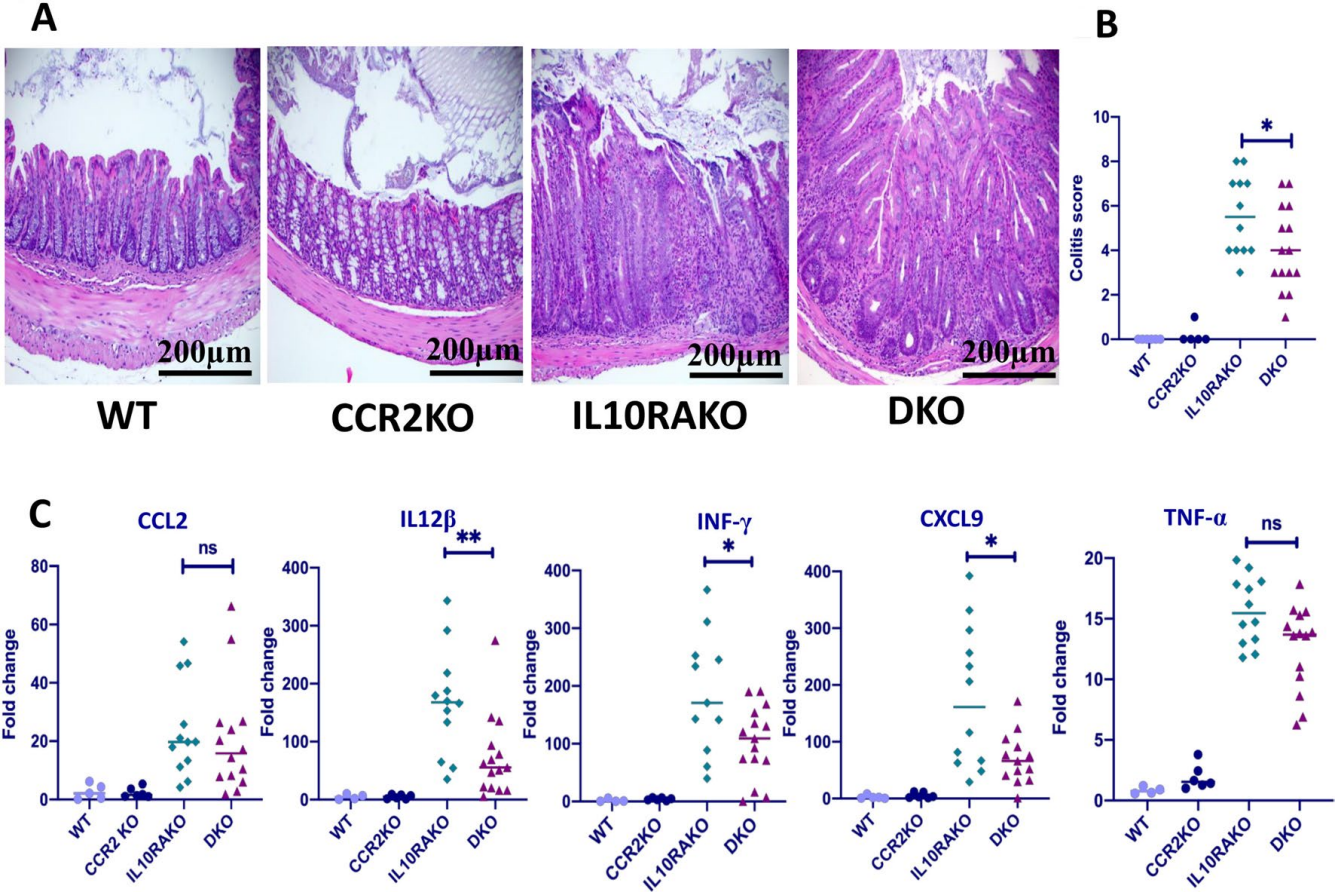
Loss of CCR2 decreases the severity of colitis in IL10RA-deficient mice. (**A**) Representative histological images (H&E) from the colons of 4- to 5-week-old mice of the indicated genotypes (WT = *Cdcs1*^+/+^*Il10ra*^+*/-*^*Ccr2*^+*/-*^; CCR2KO = *Cdcs1*^+*/*+^*Ccr2*^−*/*−^; IL10RAKO = *Cdcs1*^+*/*+^*Il10ra*^−*/*−^; and DKO = *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^). 20 × magnification, scale bar 200 μm. (**B**) Histology scores (0–15) in groups of WT (n = 4), CCR2KO (n = 6), IL10RAKO (n = 12) and DKO (n = 15) mice. (**C**) Colonic gene expression in mice of the indicated genotype determined by RT-PCR. Fold-change indicates ΔΔCT compared to a selected WT mouse. The results are pooled from 5 separate experiments.

### Reduced accumulation of immature macrophages in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice lacking *Ccr2*

Our data demonstrate that the absence of CCR2 reduces the severity of colitis in mice lacking IL-10R signaling. As prior data have demonstrated that CCR2 is necessary for monocyte recruitment into the healthy colon^19^, we wondered whether the reduced severity of colitis observed in mice lacking both CCR2 and IL10R was associated with reduced accumulation of macrophages. To assess this possibility, we isolated colonic LP macrophages from 4- to 5-week-old *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ and *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice and analyzed their phenotype by flow cytometry. The gating strategy for these experiments is shown in supplemental (Fig. S1). We found a significant decrease in the frequency of colonic CD11b^+^CD64^+^ macrophages within the total CD45^+^ cell population of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice (Fig. 2A,B), and this translated into a significant decrease in the total number of CD11b^+^CD64^+^ macrophages in the colon of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to the numbers found in the colons of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice (Fig. 2C). Furthermore, we observed that the absolute number of immature Ly6C^+^ macrophages (both MHCII^−^ (P1) and MHCII^+^ (P2)) within the total CD11b^+^CD64^+^ macrophage population was significantly decreased in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice (Fig. 2C), and this was accompanied by a decrease in the proportion of both the P1 and P2 populations in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice, although this only reached statistical significance for the P2 population (Fig. 2B). Interestingly, we noted a significant increase in the frequency of mature Ly6C^−^MHCII^+^ (P3/P4) macrophages within the total CD11b^+^CD64^+^ macrophage population of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to the proportion observed in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice, although this was not reflected by an increase in the absolute number of P3/P4 populations in these mice, likely because the total number of macrophages in the colon of these mice was reduced compared to *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice. Importantly, we did not detect significant decrease in frequency and numbers of colonic Ly6G^+^ neutrophils between *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ and *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice (Fig. S2). Thus, our data demonstrate that the reduced severity of colitis observed in mice lacking both IL-10RA and CCR2 is associated with a decrease in the accumulation of colonic macrophages and a decrease in the proportion of immature macrophages observed within this population.

**Figure 2:**
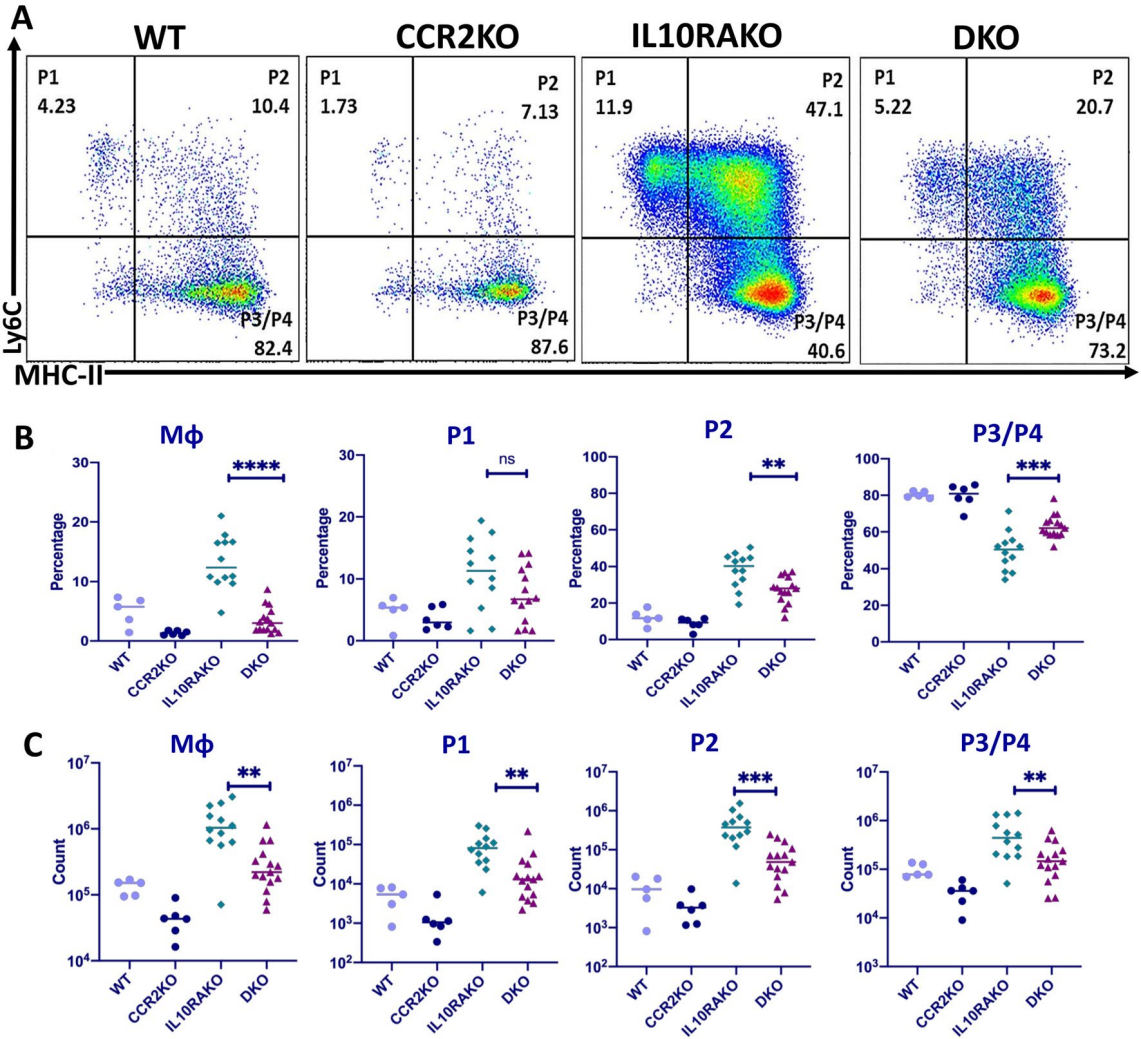
The absence of CCR2 inhibits the accumulation of immature macrophages in the colon of IL10RA-deficient mice. (**A**) Representative plots showing the distribution of P1 (Ly6C^+^MHCII^-^), P2 (Ly6C^+^MHCII^+^) and P3/P4 (Ly6C^-^MHCII^+^) CD11b^+^CD64^+^ lamina propria macrophages as determined by flow cytometry in animals of the indicated genotype. (**B**) Percent and (**C**) Absolute number of LP macrophages in groups of WT (n = 5), CCR2KO (n = 6), IL10RAKO (n = 12) and DKO (n = 15) mice determined by flow cytometry as in (**A**). Please note that the y-axis on the graphs in (**C**) are log scale.

### Reduced frequency of classical blood monocytes in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ deficient mice lacking *Ccr2*

It has been previously demonstrated that *Ccr2*-deficient mice exhibit a decreased frequency of Ly6C^hi^ monocytes in the circulation and reciprocal increases within the bone marrow, suggesting that in addition to a potential role in directing monocyte recruitment from the blood to the colon, CCR2 is necessary for efficient emigration of Ly6C^hi^ monocytes from the bone marrow to the blood^19,23,27^. We wondered whether a decreased frequency of circulating monocytes in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice could be a factor contributing to the decreased number and frequency of immature Ly6C^+^ macrophages observed in the colon of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice. Therefore, we compared the percentages of CD11b^+^Ly6C^+^ monocytes in the blood of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ and *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice using flow cytometry (gating stategy shown in Fig. S3). Although we did not detect a significant difference in the frequency of total blood CD11b^+^ cells or CD11b^+^Ly6G^+^ neutrophils, we observed a significant decrease in the frequency of circulating Ly6C^hi^ monocytes in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice (Fig. 3A–C). This raises the possibility that the reduced accumulation of immature macrophages within the colon of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice may in part be explained by the reduced frequency of circulating monocytes.

**Figure 3:**
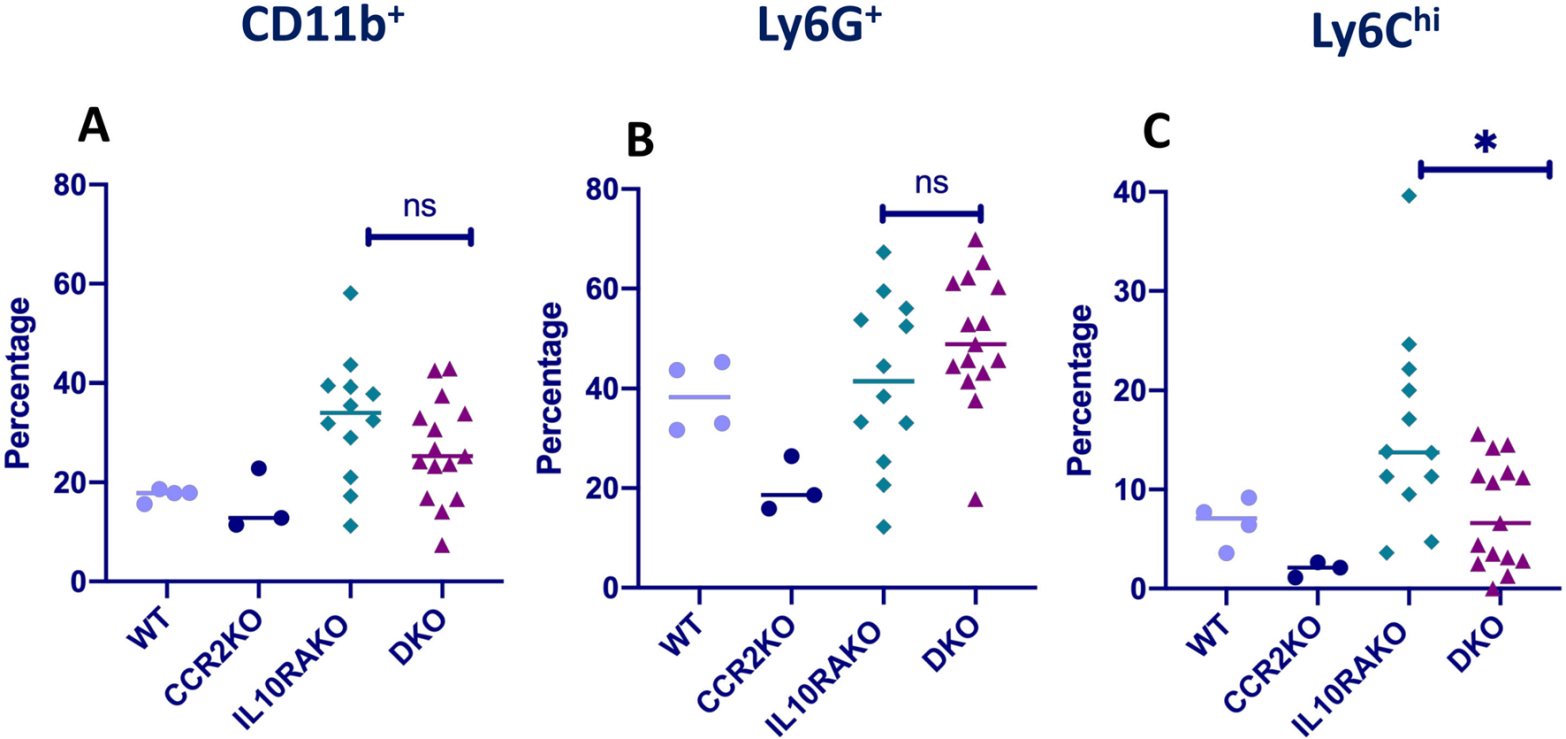
Decreased circulating Ly6C^hi^ monocytes in IL10RA-deficient mice lacking CCR2. The percentages of (**A**) CD11b^+^ cells within the CD45^+^gate, (**B**) Ly6G^+^, and (**C**) Ly6C^hi^ cells within the CD11b^+^gate of circulating blood cells isolated from WT (n = 4), CCR2KO (n = 3), IL10RAKO (n = 12) and DKO (n = 15) mice, as determined by flow cytometry.

### Reduction in Iba1-positive cells within the colon of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice

Mature Ly6C^−^ macrophages have previously been described within the lamina propria (LP), submucosa, and muscularis layers of the colon^28^. Immature Ly6C^+^ macrophages have been described within the LP of IL10R-deficient mice with colitis^17,22^, but whether immature Ly6C^+^ macrophages are found in other layers within the colon of IL10R-deficient mice with colitis has not been thoroughly described. Therefore, we used immunofluorescent staining with an Iba1 antibody, a commonly used marker to identify resident macrophage populations in the intestine^29^, to compare the localization and shape of macrophages within the colons of *Cdcs1*^+*/*+^*Il10ra*^+*/−*^, *Cdcs1*^+*/*+^*Ccr2*^−*/*−^*, Cdcs1*^+*/*+^*Il10ra*^−*/*−^, and *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice. In addition to a population of large, ramified cells present within the LP of both *Cdcs1*^+*/*+^*Il10ra*^+*/-*^ and *Cdcs1*^+*/*+^*Ccr2*^−*/*−^ mice, we observed round Iba1-positive cells predominantly localized within the submucosa of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice that were largely absent from wild-type mice or those lacking CCR2 alone (Fig. 4A). As it has been previously demonstrated that monocyte-derived macrophages transition from a round to ramified shape upon recruitment to the colon^30^, these results raised the possibility that immature macrophages selectively accumulated in the submucosa of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice. While it appeared that the density of round Iba1-positive cells in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr*2^−*/*−^ mice was reduced compared to the density observed in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ littermate controls (arrows in Fig. 4A), the density of the Iba1^+^ ramified cells within the LP of both genotypes seemed largely preserved. Manual quantification of the total number of Iba1^+^ cells in the lamina propria and submucosa demonstrated a significant decrease in total Iba1-positive cells in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice (Fig. 4B). Taken together with our flow cytometric results, these observations suggest that the round Iba1^+^ cells observed within the submucosa of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice correspond to recently recruited immature macrophages and that this recruitment depends at least in part upon the presence of CCR2.

**Figure 4:**
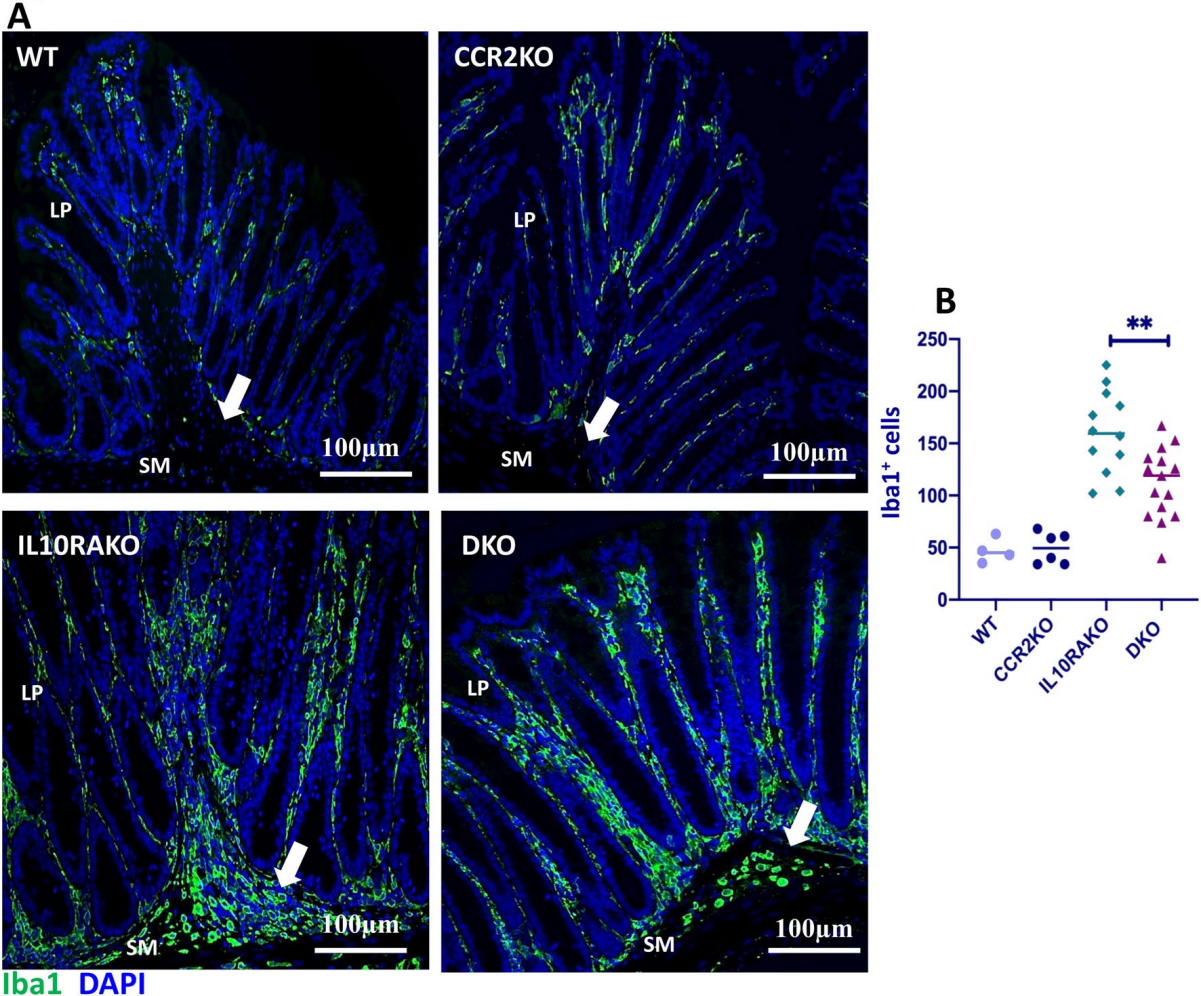
CCR2 facilitates the accumulation of round macrophages within the colon submucosa of IL10RA-deficient mice. (**A**) Immunofluorescent images from the proximal colon of representative mice of the indicated genotypes showing the localization and morphology of cells staining with Iba1. 20 × magnification, Scale bar indicates 100 μm. The images from IL10RAKO and DKO mice demonstrated a similar density of ramified Iba1-positive cells in the lamina propria (LP) but a reduction in round Iba1-positive cells within the submucosa (SM, filled arrows) of DKO mice compared to IL10RAKO mice. (**B**) Numbers of Iba1-positive cells in 5 fields from the colon of WT (n = 4), CCR2KO (n = 6), IL10RAKO (n = 12) and DKO (n = 15) mice, as indicated.

### The accumulation of rounded Iba1^+^ macrophages is the result of a cell-intrinsic loss of IL10RA

We have previously demonstrated that mice specifically lacking IL10RA in myeloid cells (*Cdcs1*^+*/*+^*Il10ra*^*fl/fl*^*LysM*^*Cre*+^) demonstrate accumulation of immature Ly6C^+^ macrophages within the lamina propria^17^, but whether this is associated with the accumulation of rounded Iba1^+^ macrophages within the submucosa was not previously evaluated. To address this, we compared Iba1 staining within colonic sections obtained from control (*Cdcs1*^+*/*+^*Il10ra*^*fl/fl*^*LysM*^*Cre−*^) and *Cdcs1*^+*/*+^*Il10ra*^*fl/fl*^*LysM*^*Cre*+^ mice. Interestingly, we observed ramified Iba1^+^ cells within the LP, as well as a high density of Iba1^+^ round shaped cells within the submucosa of *Cdcs1*^+*/*+^*Il10ra*^*fl/fl*^*LysM*^*Cre*+^ mice, which were uncommon in the control mice (Fig. 5A,B). These data are consistent with the concept that intrinsic IL10R signaling on immature macrophages interferes with the CCR2-dependent accumulation of these cells in the intestinal submucosa.

**Figure 5:**
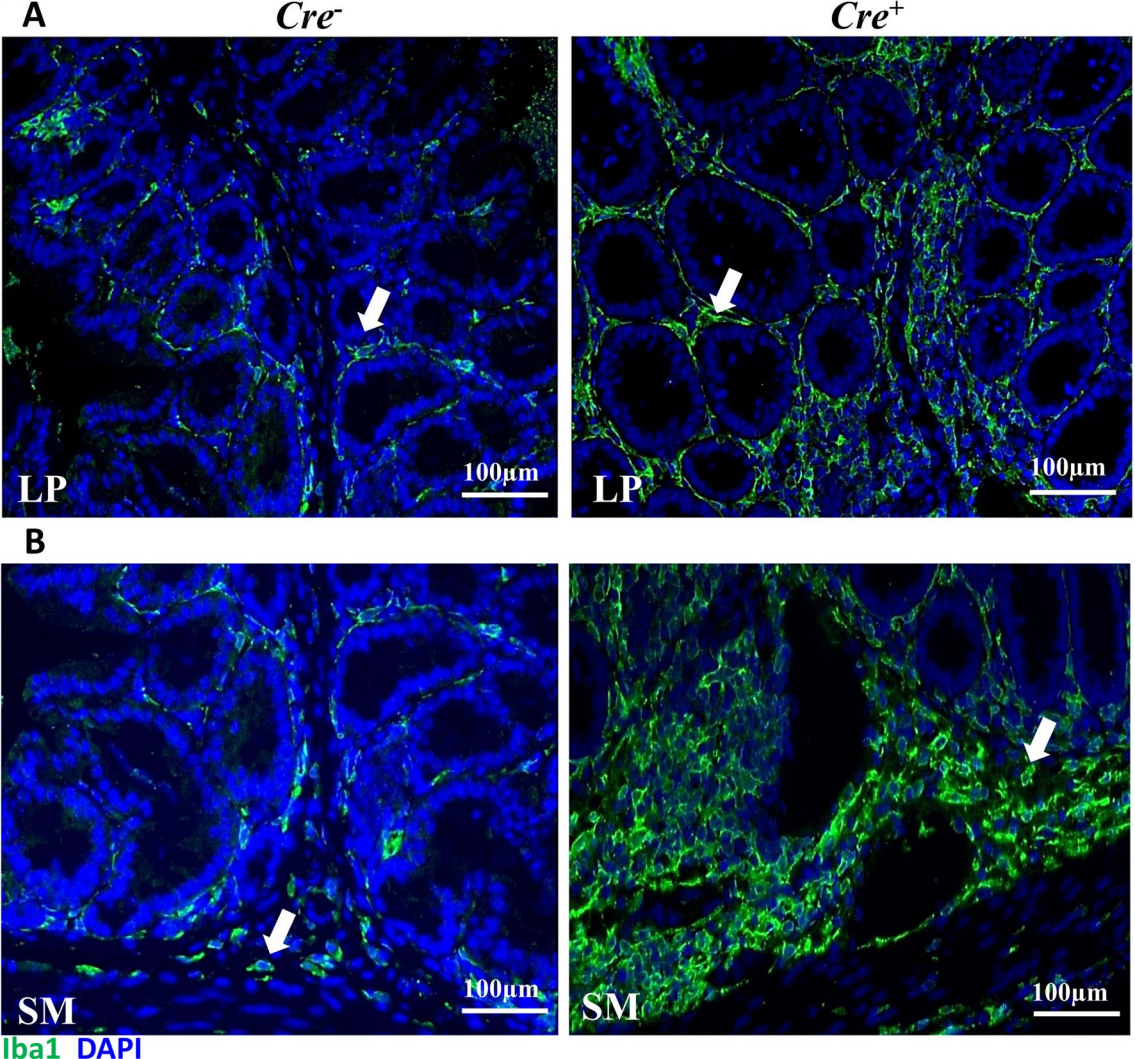
Intrinsic IL10R signaling prevents the accumulation of round macrophages within the colonic submucosa. (**A**) Immunofluorescent images from the colon of representative *Cdcs1*^+*/*+^*Il10ra*^*fl/fl*^*LysMCre*^*−*^ (Cre^−^) and *Cdcs1*^+*/*+^*Il10ra*^*fl/fl*^*LysMCre*^+^ (Cre^+^) mice showing the ramified shaped Iba1^+^ cells within the colonic lamina propria (LP) indicated by the arrows. (**B**) Increased density of Iba1^+^ round shaped cells (arrows) within the submucosa (SM) of Cre^+^ mice compared to Cre^-^ mice. 20 × magnification, Scale bar indicates 100 μm.

### The absence of CCR2 does not alter proinflammatory gene expression in mature IL10RA-deficient colonic macrophages

The experiments described above suggested that the absence of CCR2 interferes with the development of inflammation in IL10RA-deficient mice by limiting the accumulation of immature macrophages within the submucosal layer of the intestine. However, whether the absence of CCR2 in colonic macrophages also has independent effects on proinflammatory gene expression in these cells remains to be determined. To address this issue, we isolated mature MHCII^+^Ly6C^−^ macrophages from 4- to 5-week-old *Cdcs1*^+*/*+^*, Cdcs1*^+*/*+^*Il10ra*^−*/*−^*,* and *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice using fluorescence-activated cell sorting and compared gene expression in these populations by RNA sequencing. 

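The deposited counts give the number of sequenced reads that STAR assigned to each gene, as whole numbers without normalization, for 14 libraries that were each made from a single mouse. The labels describe 5 WT mice (*Cdcs1*), 4 IL10RAKO mice (*Cdcs1*, *Il10ra* −/−), 4 DKO mice (*Cdcs1*, *Il10ra* −/−, *Ccr2* −/−) and 1 CCR2KO mouse (*Cdcs1*, *Ccr2* −/−), all 5 weeks old. *Cdcs1* is the colitis susceptibility locus that all of these mice carried. The paper reports 4 WT mice and no RNA sequencing of CCR2KO mice. The authors' deposited table of edgeR pseudocounts has no values for WT mouse 11 and CCR2KO mouse 6, and the 12 libraries it holds were taken as those of the paper. The paper gives no reason for leaving out WT mouse 11. Between 13085287 and 21024878 reads per WT mouse were counted on genes (median 16882786, n = 4), between 15473135 and 20347283 per IL10RAKO mouse (median 17695603, n = 4) and between 14054105 and 21216468 per DKO mouse (median 18310547, n = 4). WT mouse 11 had 12153000 counted reads and CCR2KO mouse 6 had 17112375. At least 1 read was found on 13485 to 15402 genes in the 4 WT mice and on 11670 genes in WT mouse 11. Across genes, the median Spearman correlation of WT mouse 11 with the other WT mice was 0.781, against 0.904 to 0.932 for each of the 4 WT mice of the paper. Genotypes were compared with the quasi-likelihood test of edgeR after TMM normalization in a single fit of the 12 libraries, over the 13136 genes that edgeR's filterByExpr kept, and p-values were adjusted by the Benjamini-Hochberg method. Expression is given as CPM, the reads on a gene scaled to a common library size with the TMM factors. The smallest CPM that 3 reads gave ranged from 0.141 to 0.229 among the 12 libraries before TMM scaling. Reads carried no molecular identifiers, so this floor covers counting error only. In counts simulated with the depth and spread of the 12 libraries, the test recovered 0 of 200 genes changed 1.5-fold, 69 changed 2-fold and 147 changed 4-fold.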

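Principal components were computed from log2 CPM with a prior count of 2, centred and not scaled, for WT, IL10RAKO and DKO macrophages (n = 4 mice each). PC1 carried 40.7% of the variance and PC2 15.9%. WT mice lay between −100.4 and −54.5 on PC1, IL10RAKO mice between 18.4 and 43.4, and DKO mice between 32.3 and 49.6. On PC2, the WT mice spread from −57.6 to 102.0, IL10RAKO mice from −15.2 to 16.1 and DKO mice from −19.2 to 5.69. The mean distance between an IL10RAKO and a DKO mouse in this plane was 20.1, which lies between the mean distances within IL10RAKO (24.1) and within DKO mice (18.0). The mean distance from these mice to WT mice was 133.1, a ratio of 0.151, while WT mice were on average 90.0 apart. Over all genes, IL10RAKO and DKO mice were not separated by genotype (pseudo-F 1.09, exact permutation test, p = 0.200, with 7 of 35 splits as large). The smallest p that 4 mice against 4 allow in this test is 0.0286. WT mice were separated from the other 8 mice with a pseudo-F of 6.38 (exact permutation test over 495 splits, p = 0.00202), and this division accounted for 38.9% of the variance. Scaling each gene to unit variance raised the ratio of distances the most, to 0.342 (exact permutation test between IL10RAKO and DKO, p = 0.457). With WT mouse 11 included, PC1 carried 44.1% of the variance over 13252 genes and the ratio was 0.0847. In that analysis, WT mouse 11 lay at −254.1 on PC1, while the other WT mice lay between −29.5 and 14.5 on PC1 and between 59.6 and 101 on PC2.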

Interestingly, principal component analysis (PCA) demonstrated that mature Ly6C^−^ macrophages in both *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ and *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice clustered closely together in a position that was distinct from *Cdcs1*^+*/*+^ macrophages (Fig. 6A). 

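The targeted genes were examined first. *Il10ra* (listed as IL10RA; chromosome 9, 45253837 to 45269149 in GRCm38, which is mm10) was present at 284.5 ± 70.1 CPM in WT, 7.41 ± 2.67 in IL10RAKO and 5.31 ± 2.12 in DKO macrophages (mean ± SD, n = 4 mice each). *Ccr2* (listed as CCR2; chromosome 9, 124101950 to 124113557) was present at 593.1 ± 80.0 CPM in WT, 475.8 ± 127.6 in IL10RAKO and 5.67 ± 1.22 in DKO macrophages (SD, n = 4 each). The DKO mice had 71 to 127 reads on *Ccr2*, above the floor of 3 reads. *Ccr2* was at 759.0 CPM in WT mouse 11 and 4.30 in CCR2KO mouse 6. Between DKO and IL10RAKO, 6 of the 13136 tested genes had an adjusted p-value under 0.05, of which 2 were higher and 4 lower in DKO. At an unadjusted p-value under 0.05 there were 388 genes. *Ccr2* had a log2 fold change of −6.39 (standard error 0.262, adjusted p = 6.55e-09 from edgeR). *Ccl24* (CCL24; chromosome 5, 135569937 to 135573049) was at 30.3 ± 12.8 CPM in WT, 1.72 ± 0.582 in IL10RAKO and 8.68 ± 1.33 in DKO (SD, n = 4 each), and its log2 fold change between DKO and IL10RAKO was 2.33 (standard error 0.319, adjusted p = 0.00906 from edgeR). *Thbs3* (THBS3; chromosome 3, 89215180 to 89226837) had 131 to 206 reads in WT, 8 to 24 in IL10RAKO and 0 to 1 in DKO mice, so that DKO was at or under the floor and was at least 5.03-fold lower than IL10RAKO (adjusted p = 0.0176 from edgeR). WT mouse 11 had 0 reads on *Thbs3*. *2010315B03Rik* (chromosome 9, 124291804 to 124312696) was at 10.2 ± 1.04 CPM in WT, 10.3 ± 0.616 in IL10RAKO and 29.8 ± 3.26 in DKO (SD, n = 4 each), a log2 fold change of 1.53 (standard error 0.168, adjusted p = 8.5e-04 from edgeR), and was at 45.7 CPM in WT mouse 11. *G530011O06Rik* (chromosome X, 169975043 to 169978917) was at 53.0 ± 4.96 CPM in WT, 26.2 ± 4.14 in IL10RAKO and 4.87 ± 1.37 in DKO (SD, n = 4 each), with a log2 fold change of −2.43 (standard error 0.214, adjusted p = 6.87e-05 from edgeR). DESeq2, which moved the count most, called 24 genes that included all 6, of which 3 were higher and 21 lower in DKO. With WT mouse 11 added, 4 genes passed, and *Thbs3* and *2010315B03Rik* did not.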

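Against WT, 2076 genes had an adjusted p-value under 0.05 in IL10RAKO macrophages, 1143 of them higher and 933 lower, and 2424 did in DKO macrophages, 1213 higher and 1211 lower (n = 4 mice per genotype). Among genes whose values did not overlap between the groups, those with the smallest adjusted p-values that were higher in IL10RAKO were *Cxcl9*, *Serpinb9* and *Gbp2*, and those that were lower were *F13a1*, *Il10ra* and *Pmp22*. For DKO the same rule gave *Serpinb9*, *Cxcl9* and *Gbp2* as higher and *Ccr2*, *F13a1* and *Lifr* as lower. The log2 fold change of *Serpinb9* was 2.83 in IL10RAKO and 3.18 in DKO (adjusted p = 3.04e-07 and 1.22e-07 from edgeR), and that of *F13a1* was −4.20 and −5.09 (adjusted p = 1.79e-07 and 1.19e-08 from edgeR). These counts depend on how the libraries are scaled. With TMM, 55.1% of the genes passing in IL10RAKO and 50.0% in DKO were higher than in WT, while with library totals alone these shares were 23.8% and 25.9%, and the median log2 fold change of all tested genes was −0.38 and −0.32. Adding the mean of 6 fibroblast marker genes as a covariate moved the counts most, to 40 genes in IL10RAKO and 48 in DKO. That covariate was chosen after the data had been seen and differs between WT and the knockouts, so it removes differences between genotypes as well. With WT mouse 11 added, 1642 genes passed in IL10RAKO and 1843 in DKO.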

Although as expected CCR2 expression was absent in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ macrophages, we were only able to identify 3 other genes that were expressed at significantly different levels between macrophages from *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ and *Cdcs1*^+*/*+^*Il10ra*^−*/*−^, despite significant differences in expression between many genes in *Cdcs1*^+*/*+^ and *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ colonic macrophages (Fig. 6B). 

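The expression of *Il12b*, *Ifng*, *Tnf* and *Cxcl9* was compared between the 4 IL10RAKO and 4 DKO mice as log2(CPM + 1), with the Mann-Whitney test that the paper names for its group comparisons, computed exactly and two-sided over all 70 relabelings. *Il12b* (IL12B; chromosome 11, 44400063 to 44414033) was at 7.41 ± 0.39 in IL10RAKO and 7.31 ± 0.53 in DKO macrophages (SD, n = 4 each; exact p = 0.886). *Ifng* (IFNG; chromosome 10, 118441046 to 118445892) was at 3.81 ± 0.85 and 3.46 ± 1.42 (SD, n = 4 each; exact p = 0.686). *Cxcl9* (CXCL9; chromosome 5, 92321347 to 92328079) was at 9.19 ± 0.56 and 9.41 ± 0.18 (SD, n = 4 each; exact p = 0.486), and *Tnf* (TNF; chromosome 17, 35199381 to 35202007) was at 9.7 ± 0.96 and 9.33 ± 0.42 (SD, n = 4 each; exact p = 0.486). Adjusted over these 4 genes, the exact p-value was 0.886 for each. In WT macrophages the means were 3.91 for *Il12b*, 1.31 for *Ifng*, 3.87 for *Cxcl9* and 7.58 for *Tnf* (n = 4), and the values of WT mouse 11 were 5.17, 0, 3.08 and 8.01 in the same order. For *Ccr2* the difference between the means of DKO and IL10RAKO was −6.14 and every DKO mouse was below every IL10RAKO mouse. Among the alternatives that kept all 8 mice, library totals without TMM and the deposited pseudocounts among them, the smallest exact p-value of the 4 genes was 0.343, for *Cxcl9*. In the fit across all genes, the log2 fold change between DKO and IL10RAKO was −0.07 for *Il12b* (95% confidence interval −0.86 to 0.72), 0.07 for *Ifng* (−1.49 to 1.63), 0.15 for *Cxcl9* (−0.42 to 0.71) and −0.54 for *Tnf* (−1.29 to 0.21). None of the 4 passed whether adjusted over all genes or over these 4 genes alone, where the smallest adjusted p from edgeR was 0.588. The intervals leave room for changes of up to the sizes they span, and for *Ifng* this includes more than a doubling in either direction.

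**Figure D1:**
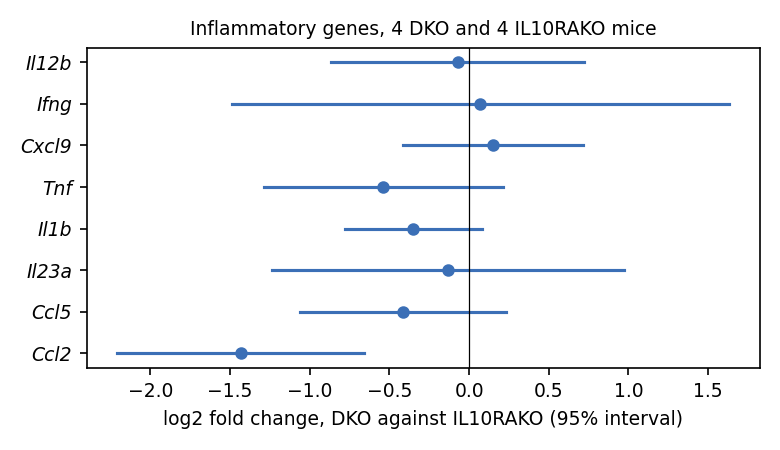
Log2 fold change between DKO and IL10RAKO macrophages (horizontal axis, n = 4 mice each) of the inflammatory genes that the paper names. Points are the estimates and lines the 95% confidence intervals, and the interval of *Ccl2*, from −2.21 to −0.66, is the only one that excludes 0 (adjusted p = 0.705 from edgeR over all genes, while the gene passed with DESeq2).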

Further, in directed comparisions we were unable to identify significant differences in the expression of several key inflammatory regulators, including *Il12b*, *Infg, Tnf,* and *Cxcl9*, between *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ and *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ macrophages (Fig. 6C). These results indicate that the absence of CCR2 has little effect on the induction of key inflammatory genes observed in mature intestinal macrophages lacking IL10RA. These data are consistent with the hypothesis that reduced inflammation observed in IL10R-deficient mice that also lack CCR2 is primarily the result of decreased macrophage accumulation in the colon following an inflammatory stimulus rather than a primary defect in the ability of CCR2-deficient intestinal macrophages to produce inflammatory cytokines.

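The induction of these genes over WT was estimated in the same fit (n = 4 mice per genotype). The mean log2 of monocyte markers was 3.95 in WT, 4.93 in IL10RAKO and 4.90 in DKO, and that of neutrophil markers 0.475, 1.70 and 2.38. Resident macrophage markers were at 6.49, 3.62 and 3.13, while the sorting markers were at 8.30, 8.51 and 8.34. Values from pooled cells therefore cannot separate induction within a cell from a change in which cells were sorted. *Il12b* had a log2 fold change over WT of 3.45 in IL10RAKO (standard error 0.410, adjusted p = 6.46e-05 from edgeR) and 3.38 in DKO (standard error 0.409, adjusted p = 5.76e-05). *Cxcl9* had 5.45 in IL10RAKO and 5.60 in DKO, and *Tnf* had 2.33 and 1.79. *Ifng*, present at 10 to 86 reads in WT mice, had 3.05 in IL10RAKO (standard error 0.807, adjusted p = 0.0190 from edgeR) and 3.12 in DKO (standard error 0.809, adjusted p = 0.0148). The DKO value of *Ifng* leaned on DKO mouse 3, at 43.1 CPM against 3.36 to 8.40 in the other DKO mice. Without that mouse the log2 fold change between DKO and IL10RAKO went from 0.07 to −1.23. The other cytokine genes that the paper names were also higher than in WT in both genotypes, except *Ccl2*. *Il1b* had a log2 fold change of 2.14 in IL10RAKO and 1.79 in DKO, *Il23a* had 4.83 and 4.70, and *Ccl5* had 4.84 and 4.43. *Ccl2* was lower than in WT, with −2.08 in IL10RAKO and −3.51 in DKO. Of the genes that passed against WT, 1720 did so in both genotypes, which is 82.9% of those in IL10RAKO, and 1719 of these changed in the same direction. Across the tested genes, the log2 fold changes over WT in IL10RAKO and in DKO had a Pearson r of 0.920. Genes are not independent replicates and both comparisons share the WT mice, which raises r, so no p-value is given. Leaving out a mouse at a time moved r between 0.878 and 0.923. The 95% confidence interval of the log2 fold change between DKO and IL10RAKO lay within −1 and 1 for 8322 genes, 63.4% of those tested, and the median standard error was 0.271. For the other genes a 2-fold difference was not excluded at this number of mice. From its own comparisons (Fig. 6), the paper infers that loss of CCR2 has little effect on how key inflammatory genes are induced without IL10RA.

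**Figure D2:**
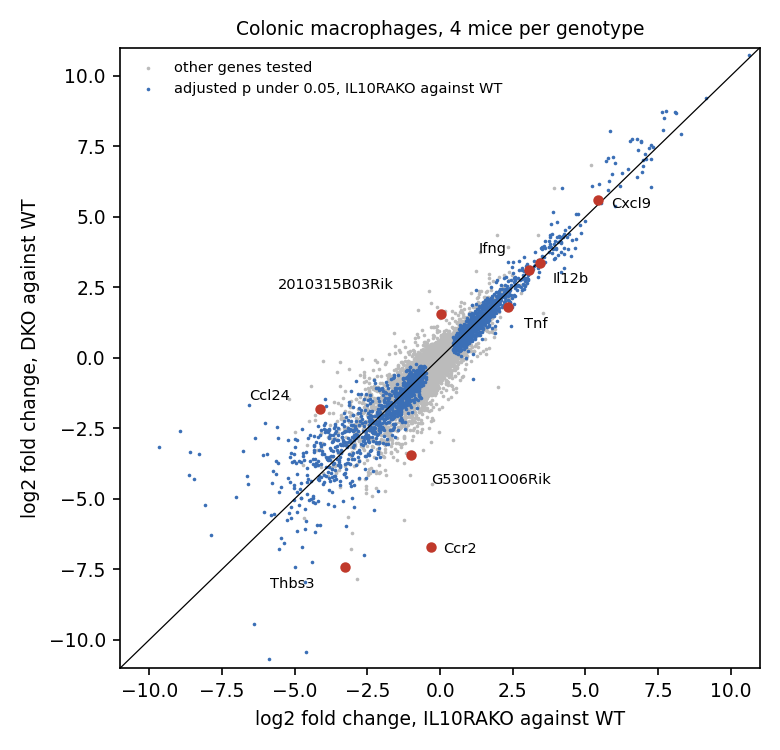
Log2 fold change over WT in DKO (vertical axis) and IL10RAKO macrophages (horizontal axis) for the 13136 tested genes, with n = 4 mice per genotype and the line of equal change. Blue points are the 2076 genes with an adjusted p-value under 0.05 in IL10RAKO, red points are genes named in the text, and the position of *Thbs3* is a model estimate from DKO libraries at or under 3 reads.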

**Figure 6:**
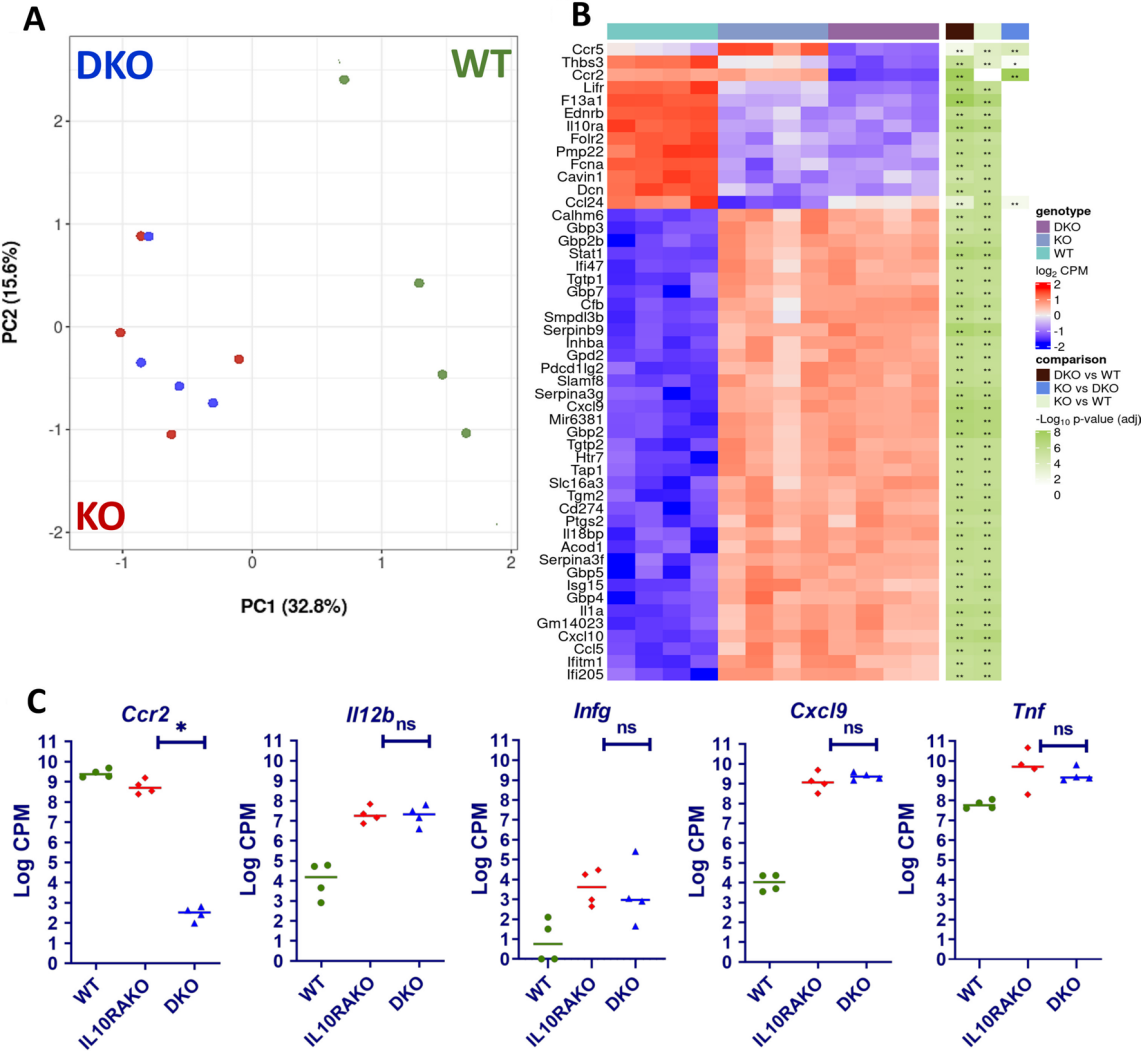
The absence of CCR2 does not change the gene expression signature of IL10RA-deficient intestinal macrophages. (**A**) Principal component analysis comparing the gene expression profiles of MHCII^+^Ly6C^−^ colonic macrophages isolated from WT (*Cdcs1*^+*/*+^), IL10RAKO (*Cdcs1*^+*/*+^*Il10ra*^−*/*−^), and DKO (*Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^) mice determined by RNAseq. (**B**) Heat map demonstrating differences in gene expression between groups, including the 4 genes that were expressed at significantly different levels between macrophages isolated from IL10RAKO (KO) and DKO mice, as well as an additional 46 genes that with the lowest adjusted *P* values between WT and IL10RAKO macrophages. (**C**) Expression of selected genes as indicated. WT (n = 4), IL10RAKO (n = 4) and DKO (n = 4) mice. Log CPM = Log2 counts per million reads.

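The 46 genes that Fig. 6B shows beside those called between IL10RAKO and DKO were read from the heat map. All 46 changed in IL10RAKO against WT in the direction that the heat map shows, with an absolute log2 fold change of at least 1.79 and an adjusted p-value of at most 4.04e-06 from edgeR. Ranked by p-value, 44 of them were among the first 46 genes, and the last was at rank 48. Against WT, their adjusted p-value in DKO was at most 1.04e-05. Between DKO and IL10RAKO, 22 of the 46 genes were higher in DKO and 24 lower, with a median log2 fold change of −0.02 and a range of −0.91 to 0.67 (two-sided exact permutation of the 8 labels on the median, p = 0.943). In this comparison 0 of the 46 genes passed over all tested genes, and 5 had an unadjusted p-value under 0.05. Adjusted over the 46 genes alone, 2 passed, and both are among the genes higher in WT: *Lifr* with a log2 fold change between DKO and IL10RAKO of −0.85 (adjusted p = 0.00271 from edgeR) and *F13a1* with −0.89 (adjusted p = 0.0122). Both also passed over all tested genes in 3 of the 28 settings tried, DESeq2 and the edgeR exact test among them. With library totals in place of TMM, a setting added after the data had been seen, the median of the 46 genes was 0.04. These genes were chosen by their difference between IL10RAKO and WT in the same libraries, which favours DKO values nearer to WT. The 37 genes that were lower in WT had a median of 0.02 (exact permutation, p = 0.914). The 9 genes that were higher in WT had a median of −0.55, with 8 of the 9 lower in DKO (exact permutation, p = 0.0286, the smallest that 4 mice against 4 allow). Of these 9 genes, only *Lifr* and *F13a1* had a 95% confidence interval that excluded 0, and the targeted gene *Il10ra* is among the 9. This division of the 46 genes was made after their values had been seen, and the p-value is not adjusted for the 3 sets tested. Over all 933 genes that were lower in IL10RAKO than in WT, the median was −0.02. Over all 70 orientations of the splits of the 8 mice, the median of this value was 0.14, and 8 gave one as low. A value near 0 therefore does not show that the larger set lacks the pattern.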

## Discussion

IBD is a multifactorial disease involving microbial, environmental, and genetic components^31^. Rare loss-of-function mutations in IL10R are associated with the development of IBD during infancy^9^. Similarly, we have shown that mice lacking IL10R develop early-onset spontaneous colitis at 3–4 weeks of age on a genetically susceptible *Cdcs1* background^17^. We and others have shown that mice with colitis caused by the absence of IL10R or that induced by treatment with DSS demonstrate marked increases in the accumulation of immature Ly6C^+^ macrophages within the colon^10,15,17,25^. While these macrophages are thought to play a central role in disease pathogenesis observed in mice lacking IL10R, the factors involved in the accumulation of these immature macrophages within the colon remain to be completely defined. Here, we have shown that the absence of the chemokine receptor CCR2 interferes with colitis development in IL10R-deficient mice, as demonstrated by reduced colitis scores and decreased expression of genes associated with disease severity, including *Il12b*, *Infg*, and the INFg-induced gene *Cxcl9,* in mice lacking both IL10RA and CCR2 compared to mice lacking IL10RA alone. These data are consistent with a prior report of reduced pathology in DSS-treated CCR2-deficient mice^25^. In contrast, it has previously been reported that the absence of CCR2 in IL10-deficient mice did not influence colitis severity^26^. Although our model incorporated the absence of IL10R rather than the absence of IL10, it is not initially clear why our results differ from those of this previous study. These differences may reflect differences in the genetic background used in these two studies. Whereas the prior study employed mice on a mixed 129 and C57BL/6 background, which was apparently susceptible to colitis caused by the absence of IL10, our study used C57BL/6 mice, which were congenic for the *Cdcs1* IBD susceptibility loci. We have previously demonstrated that a variant of *Alpk1* in the *Hiccs* loci is associated with disease susceptibility on the *Cdcs1* background, but whether genetic background is the primary factor influencing the difference between these two animal models remains to be determined^32^.

The reduced severity of colitis observed in IL10R-deficient mice lacking CCR2 was accompanied by a significant reduction in the number and frequency of immature Ly6C^+^ colonic macrophages compared to mice lacking IL10R alone. A reduction in the frequency of TLR2^+^F4/80^+^BrdU^+^ macrophages (markers associated with immature macrophages) was observed in DSS-treated CCR2-deficient mice, while a reduction in the accumulation of colonic macrophages was not observed in *Il10*^−*/*−^*Ccr2*^−*/*−^ mice^25,26^, although immature and mature macrophages were not distinguished in the latter study. In our study, the most profound reductions were found within the immature Ly6C^+^ colonic macrophage populations, and thus, it is possible that these differences may not have been detected in the study using *Il10*^−*/*−^*Ccr2*^−*/*−^ mice. Interestingly, using immunofluorescence, we demonstrated a reduction in Iba1^+^ round shaped cells within the colonic submucosa, while Iba1^+^ ramified cells were preserved within the lamina propria. Iba1^+^ identifies monocytes and microglia in the brain and resident macrophages in the muscularis mucosa^29,33^. We suggest that Iba1 staining also identifies newly recruited immature macrophages in the submucosa as well as mature macrophages in the lamina propria, and that the reduction in Iba1^+^ round shaped cells in the submucosa of *Il10*^−*/*−^*Ccr2*^−*/*−^ mice is consistent with a defect in recruitment of immature macrophages into colonic submucosa in the absence of CCR2. Our results are consistent with a recent study demonstrating a reduction in the accumulation of round-shaped immature intestinal macrophages following reconstitution of sublethally irradiated mice with CCR2-deficient bone marrow cells^30^.

Although we demonstrated a reduction in the accumulation of immature macrophages in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice, the basis for this reduction remains unclear. It has previously been suggested that CCR2 is necessary for the migration of monocytes from the bone marrow to the circulation based on decreased numbers of circulating monocytes and increased numbers of monocytes within the bone marrow of CCR2-deficient mice^23^. In our study, we also demonstrated a reduced frequency of circulating monocytes in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice, suggesting that even under inflammatory conditions, the absence of CCR2 reduced the frequency of circulating monocytes. It thus seems possible that a reduction in circulating monocytes in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice could be a factor that limits the accumulation of immature monocytes in the colon under inflammatory conditions.

An alternative possibility is that CCR2 has a direct role in orchestrating the recruitment of monocytes from the circulation into the colon. Prior studies have demonstrated an impairment in the accumulation of *Ccr2*^−*/*−^ monocytes into the colon and small intestinal lamina propria compared to wild-type monocytes when an equal mixture of both were transferred into CCR2-deficient mice^34^, although whether this was independent of observed increases in sequestration within the bone marrow was not completely defined. Another study demonstrated that following sublethal irradiation, round CCR2^hi^CX3CR1^+^ monocytes derived from donor bone marrow cells accumulate in the colon lamina propria and undergo a phenotypic shift toward more elongated CX3CR1 + macrophages over the ensuing 2 weeks^30^. Despite this evidence that CCR2 may play an important role in recruitment into the lamina propria, our observations that increased numbers of immature monocytes accumulate within the colon of inflamed *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to *Cdcs1*^+*/*+^*Ccr2*^−*/*−^ mice suggest that CCR2 is not absolutely required for the recruitment of blood monocytes into the inflamed colon. Indeed, it has previously been suggested that other chemokine receptors, including CCR1, may also have important roles in monocyte recruitment into the colon^35^. Thus, the relative contributions of defective recruitment and decreased numbers of circulating monocytes to the reduced accumulation of immature monocytes observed within the colon of *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice remain to be completely defined.

In addition to influencing the accumulation of immature monocytes in the inflamed colon, it is also possible that CCR2 signaling could have a direct role in regulating the magnitude of their responses to inflammatory stimuli. We found minimal differences in inflammatory gene expression of sorted mature Ly6C^−^MHCII^+^ macrophages isolated from the colon of mice lacking IL10R alone and those lacking both IL10R and CCR2. Thus, we suggest that the primary mechanism that leads to decreased inflammation in *Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice is reduced accumulation of immature macrophages.

Although we demonstrated reduced accumulation of immature macrophages and reduced severity of colitis in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice, *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice continued to develop colitis of moderate severity. Colitis scores in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice are significantly higher than either wild-type mice or those that lack CCR2 alone (*Cdcs1*^+*/*+^), which do not develop histologic signs of colitis, and there are likewise significant increases in the number of colonic macrophages isolated from *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice compared to these control strains. Thus, CCR2 is not absolutely required either for the development of inflammation or the accumulation of immature colonic macrophages in mice lacking IL10R. Prior studies, including those from our laboratory, have emphasized the importance of colonic macrophages in driving inflammation in mice lacking IL10R signaling^16–18^, suggesting potentially important roles of CCR2-independent colonic macrophage populations. CCR2-independent populations could arise from blood monocytes that are recruited in a CCR2-independent fashion or, alternatively, could be derived from long-lived resident colonic macrophage populations rather than blood monocytes. Interestingly, it has been suggested that mature colonic macrophages in adult mice originate both from embryonic precursors and blood monocytes^19,28,36^. Prior studies have identified three ontogenetically distinct macrophage populations defined by the expression of CD4 and Tim4 that exist within the Ly6C^−^ mature macrophage populations of both the large and small bowel. Tim4^+^CD4^+^ macrophages exhibit gene signatures associated with tissue residency, and they were the predominant species found within the Ly6C^−^MHCII^+^ fraction of intestinal macrophages in both wild-type and *Ccr2*^−*/*−^ mice in infancy and adulthood. In contrast, Tim4^-^ (CD4^+^ and CD4^−^) only accumulated within intestinal tissues later during adulthood^35^, and the accumulation of this subset was impaired in *Ccr2*^−*/*−^ mice^36^. Thus, our observation that mature macrophage populations persist in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice despite reduced accumulation of immature macrophages suggests that either these macrophages are primarily of embryonic origin, or alternatively, despite the reduction in accumulation of immature macrophages, the mature macrophage niche can be filled by monocyte-derived macrophages in a CCR2-independent fashion. Such a scenario would be consistent with studies suggesting that mature colonic macrophages have a considerably longer life span than immature macrophages. Future studies will be necessary to untangle the origin of these mature colonic macrophage populations in *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ mice and to understand their role in driving inflammation in the absence of IL10R signaling.

## Materials and methods

### Mice

*Cdcs1*^+*/*+^*II10ra*^−*/*−^*Ccr2*^−*/*−^ mice were generated by crossing *Ccr2*^−*/*−^ mice (B6.129S4-*Ccr2*^*tm1Ifc*^/J_004999) (The Jackson Laboratory, Bar Harbor, ME)^37^ with *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ mice^17^. *Cdcs1*^+*/*+^*Il10ra*^*fl/fl*^*LysMCre*^*−*^ and *Cdcs1*^+*/*+^*Il10ra*^*fl/fl*^*LysMCre*^+^ mice were generated as we have previously described^17^. All mice were housed in a specific pathogen-free animal facility at Boston Children’s Hospital. Controls consisted of cohoused littermates of the appropriate genotype. Both male and female mice were used throughout this study. All mice were between 28–35 days old when analyzed. All experiments were conducted following approval from the Animal Resources at Children’s Hospital, per regulations of the Institutional Animal Care and Use Committees (IACUC, Assurance number: A3303-01).

### Reagents and antibodies

Reagents used for flow cytometry included Zombie VioletTM fixable viability kit (BioLegend, San Diego, CA) and the following anti-mouse antibodies: CD16/32 (clone 93, Fc blocking, BioLegend), Bv605-CD45 (clone 30-F11, BioLegend), PE. Cy7-CD11b (clone M1/70, BioLegend), APC-CD64 (clone X54-5/7.1, BioLegend), FITC-I-A/I-E (MHCII, clone M5/114.15.2, BioLegend), APC. Cy7-Ly6C (clone HK1.4, BioLegend), Bv711-CD3e (clone 145–2 C11, BioLegend), and Percp/Cy5.5-Ly6G (clone IA8, Biolegend). Immune fluorescence staining was performed using the primary antibody Iba1 (rabbit; Wako Cat# 019-1941, RRID: AB_2313566) and secondary goat anti-rabbit antibody; Alexa Fluor-488, Invitrogen).

### Disease severity scoring

Colons from mice were collected and divided into proximal, middle and distal colonic segments. The tissues were fixed in 10% neutral buffered formalin for 24–48 h, stained with H&E, and scored in a blinded fashion by a board-certified pathologist (J.N.G) using the scoring criteria previously described^38,39^. Briefly, scores represent the sum of subscores (0–3) for the following criteria: mononuclear inflammation (exclusive of normal GALT and lymphoid aggregates), crypt hyperplasia, epithelial injury, and neutrophilic inflammation/crypt abscesses. Images were acquired using a brightfield light ordinary microscope under 20 × magnification.

### Isolation of LP cells and flow cytometry

Colonic lamina propria cells were isolated as we have previously described^17^. Briefly, colons were dissected, and epithelial cells were stripped by agitation in 10 mM EDTA for 30 min at 37 °C. The remaining tissue was transferred to 50 ml conical tubes and digested using collagenase VIII (Sigma-Aldrich, C2139-5G) in HBSS (with Ca/Mg) for 30–45 min at 37 °C. Cells were then filtered through 70 µm cell strainers and washed twice in 1 × PBS. Cell viability and numbers were determined using an automated cell counter (TECAN), stained with antibody cocktails as indicated and analyzed using an LSRFortessa (BioLegend, San Diego, CA, USA). Data were analyzed by Flow Jo V.10 software.

### Quantitative real-time PCR

Total RNA was extracted from whole colon tissues using TRIzol (Invitrogen, Grand Island, NY) according to the manufacturer’s instructions. cDNA was synthesized using TaqMan Reverse Transcription Kits and random hexamer primers (Applied Biosystem, N808-0234). RT-PCR was performed using a QuantStudio 6 System with TaqMan probes or SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, 1725274). Primer sequences are available on request. Expression was normalized to beta actin, and differences between samples were calculated using the ΔΔ cycle threshold method. The fold change in gene expression compared to controls was graphed.

### RNA sequencing and computational analysis

A total of 7,000–50,000 LP MFs (P3/P4 fraction) from 5-week-old *Cdcs1*^+*/*+^ (WT), *Cdcs1*^+*/*+^*Il10ra*^−*/*−^ (IL10RAKO) and *Cdcs1*^+*/*+^*Il10ra*^−*/*−^*Ccr2*^−*/*−^ (DKO) mice were FACS-sorted (gates: CD45^+^, CD103^-^ Ly6G^-^, CD64^+^CD11b^+^, Ly6C^-^MHCII^+^) directly in 350 µl RLT lysis buffer (Qiagen, Waltham, MA), and mRNA was extracted using the Qiagen RNeasy Micro kit (50) (Qiagen, 74004, Waltham, MA). Oligo dT beads were used to enrich for mature transcripts. cDNA was synthesized using Takara SmartSeq v4 reagents from 1 ng of RNA. Full-length cDNA was fragmented to a mean size of 200 bp with a Covaris M220 ultrasonicator, and Illumina sequencing libraries were prepared from 2 ng of sheared cDNA using Swift 2S Acel reagents on a Beckman Coulter Biomek i7 according to the manufacturer’s protocol. The finished dsDNA libraries were quantified by a Qubit fluorometer, Agilent TapeStation 2200, and RT-qPCR using the Roche Kapa library quantification kit. Uniquely dual indexed libraries were pooled in equimolar ratios and evaluated for cluster efficiency and pool balance with shallow sequencing on an Illumina MiSeq. Final sequencing was performed on an Illumina NovaSeq6000 with paired-end 150 bp reads at the Center for Functional Cancer Epigenetics, Molecular Biology Core Facility (MBCF) of Dana-Farber Cancer Institute, Boston. For RNAseq analysis, Fastq files were generated using Illumina bcl2fastq v2.20 software. Sequenced reads were aligned to the UCSC mm10 reference genome assembly, and raw gene counts were quantified using STAR (v2.5.1b)^40^. Genes names were harmonized using bioMART R API. Gene counts were normalized and tested for differential expression using edgeR (v3.34.0)^41,42^. 

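The deposited edgeR pseudocounts were compared with the deposited counts. The pseudocount table holds 13338 genes in 12 libraries, and all of these genes are among the 14035 with at least 5 reads in at least 4 of the 12 libraries. For the 1821 genes with at least 1000 reads, the pseudocounts divided by the counts scaled with TMM to a common library size of 17099802 gave ratios of 0.999981 to 1.00001. The paper's text does not name the edgeR test, the filter on low counts or the covariates. Of the 13136 genes that filterByExpr kept, 12832 are in the authors' table. The TMM factors were 1.09 to 1.18 in WT, 0.851 to 0.972 in IL10RAKO and 0.893 to 1.01 in DKO libraries (n = 4 each).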

Visualizations were created by R packages ggplot2 (v3.3.5) and Enhanced Volcano (v1.10.0). All sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE183960.

### Immunofluorescence staining

Immunofluorescence staining was performed as we have previously reported^43^. In brief, colonic sections were baked at 60 °C overnight, followed by deparaffinization using xylene and rehydration steps through decreasing grades of ethanol (100% to 50%). Antigen retrieval was performed by immersing slides in Tris–EDTA (pH 9.0) at 85 °C for 20 min. Tissue permeabilization was performed using acetone for 10 min followed by three washes in 1 × PBS. Sections were then blocked with blocking buffer containing 5% normal goat serum, 5% BSA (IgG free; protease free, Jackson ImmunoResearch, Cat# 001000-161) and 0.1% Triton in 1 × PBS and stained with the primary Iba1 antibody (1:1000 in blocking buffer containing 1% normal goat serum and 5% BSA in 1 × PBS) overnight at 4 °C. Following three washes in 1 × PBS, secondary antibody staining with goat anti-rabbit (1:1000 in blocking buffer) was performed for 1 h at room temperature. Sections were counterstained with 1 × TrueBlack according to the manufacturer’s instructions (Biotium, Fremont, CA), and nuclei were stained with Hoescht 33342 solution (Thermo Fisher Scientific). Slides were mounted with prolonged gold anti-fade mountant reagent (Thermo Fisher, P36934) and cover slips. Stained sections were examined using 20 × lenses of a Nikon fluorescence microscope, and images were acquired using a CCD digital camera. The density of Iba1^+^ cells was determined manually by counting the number of positive cells in 20 × images of 5 fields per animal using ImageJ Fiji software for biological image analysis^44,45^.

### Statistical methods

Methods used in experiments involving mice were performed in a manner consistent with ARRIVE guidelines (https://arriveguidelines.org). Statistical comparisons between groups were evaluated by the Mann–Whitney test using Graphpad Prism version 9.2.0. Significance was considered *P* < 0.05. *, **, ***, **** indicates *P* < 0.05, < 0.01, < 0.001, and < 0.0001, respectively.

### IACUC approval

All experiments were conducted following approval from the Animal Resources at Children’s Hospital, per regulations of the Institutional Animal Care and Use Committees (IACUC, Assurance number: A3303-01). All methods were carried out in accordance with relevant guidelines and regulations.

## Supplementary Information

Supplementary Information.

# Supplementary material for: CCR2 promotes monocyte recruitment and intestinal inflammation in mice lacking the interleukin-10 receptor
**Source:** Sci Rep. 2022 Jan 10;12:452. doi: 10.1038/s41598-021-04098-7
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Information****.**

**CCR2 promotes monocyte recruitment and intestinal inflammation in mice lacking the interleukin-10 receptor**

Shorouk El Sayed^1,2^, Izabel Patik^1^, Naresh S. Redhu^1,3^, Jonathan N. Glickman^4^, Konstantinos Karagiannis^5^, El Sayed Y. El Naenaeey^2^, Gamal A. Elmowalid^2^, Ashraf M. Abd El Wahab^2^, Scott B. Snapper^1,6^, Bruce H. Horwitz^1,7*^

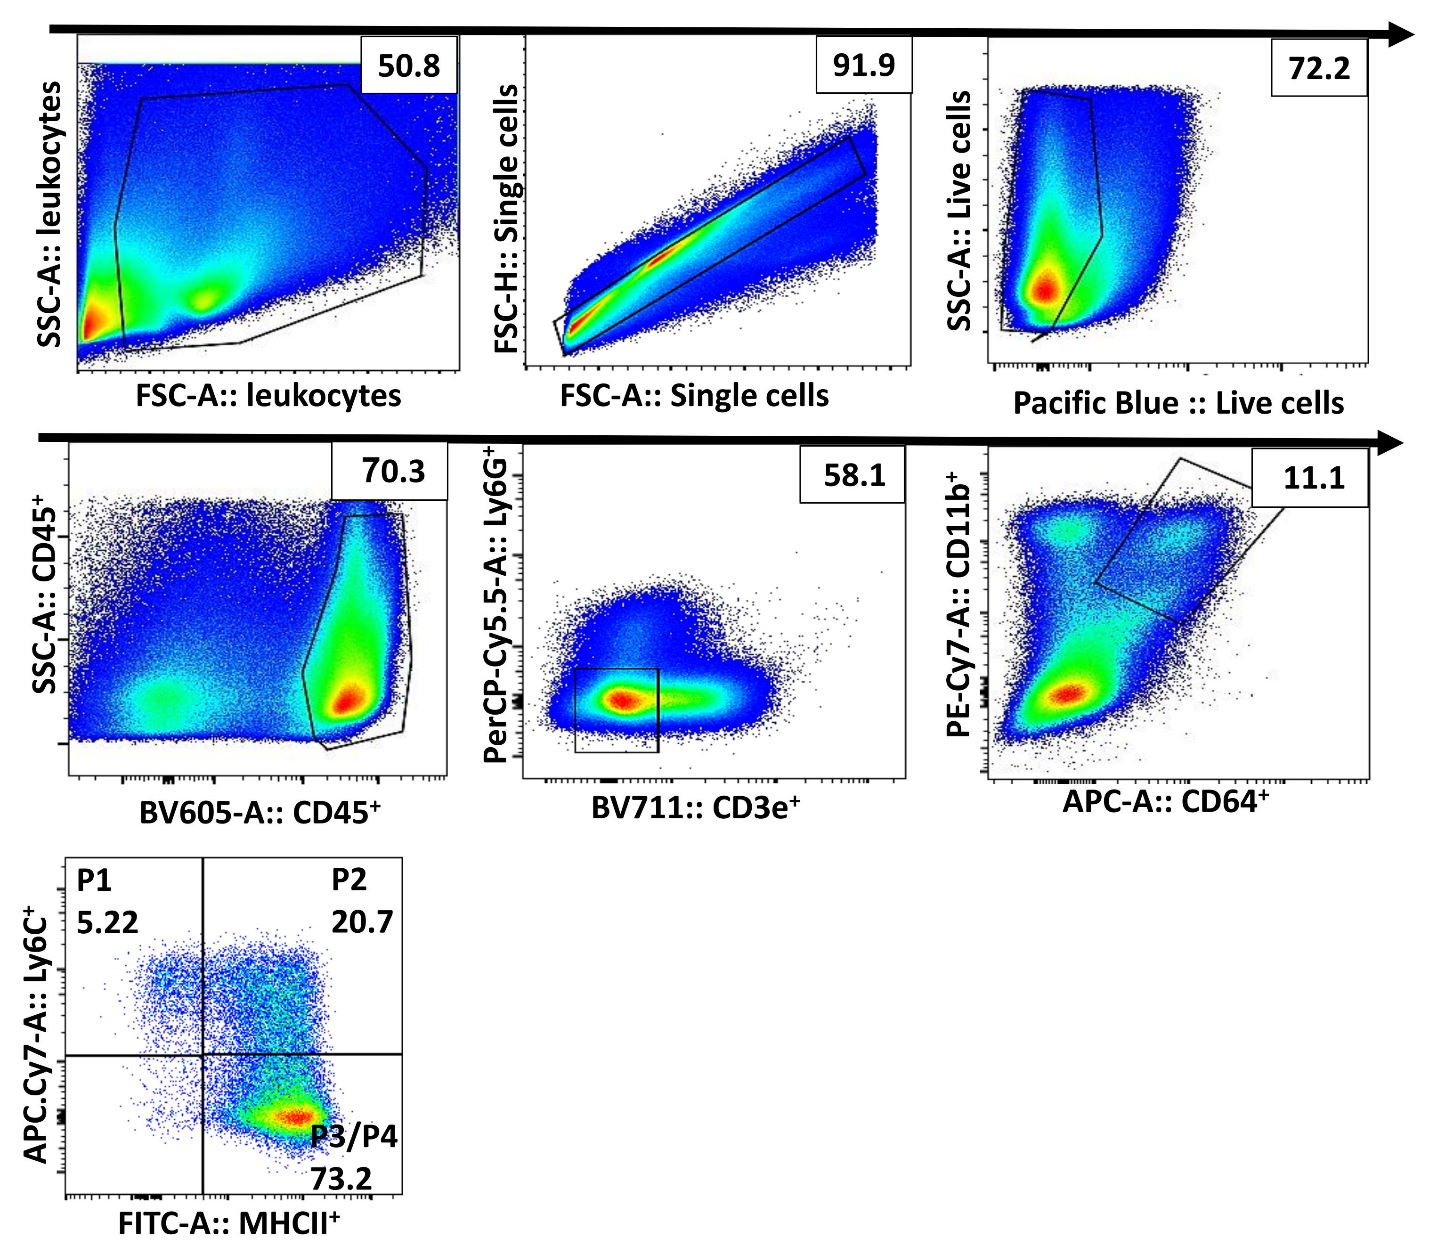

**Figure S1. Gating strategy to identify lamina propria macrophage subsets.**

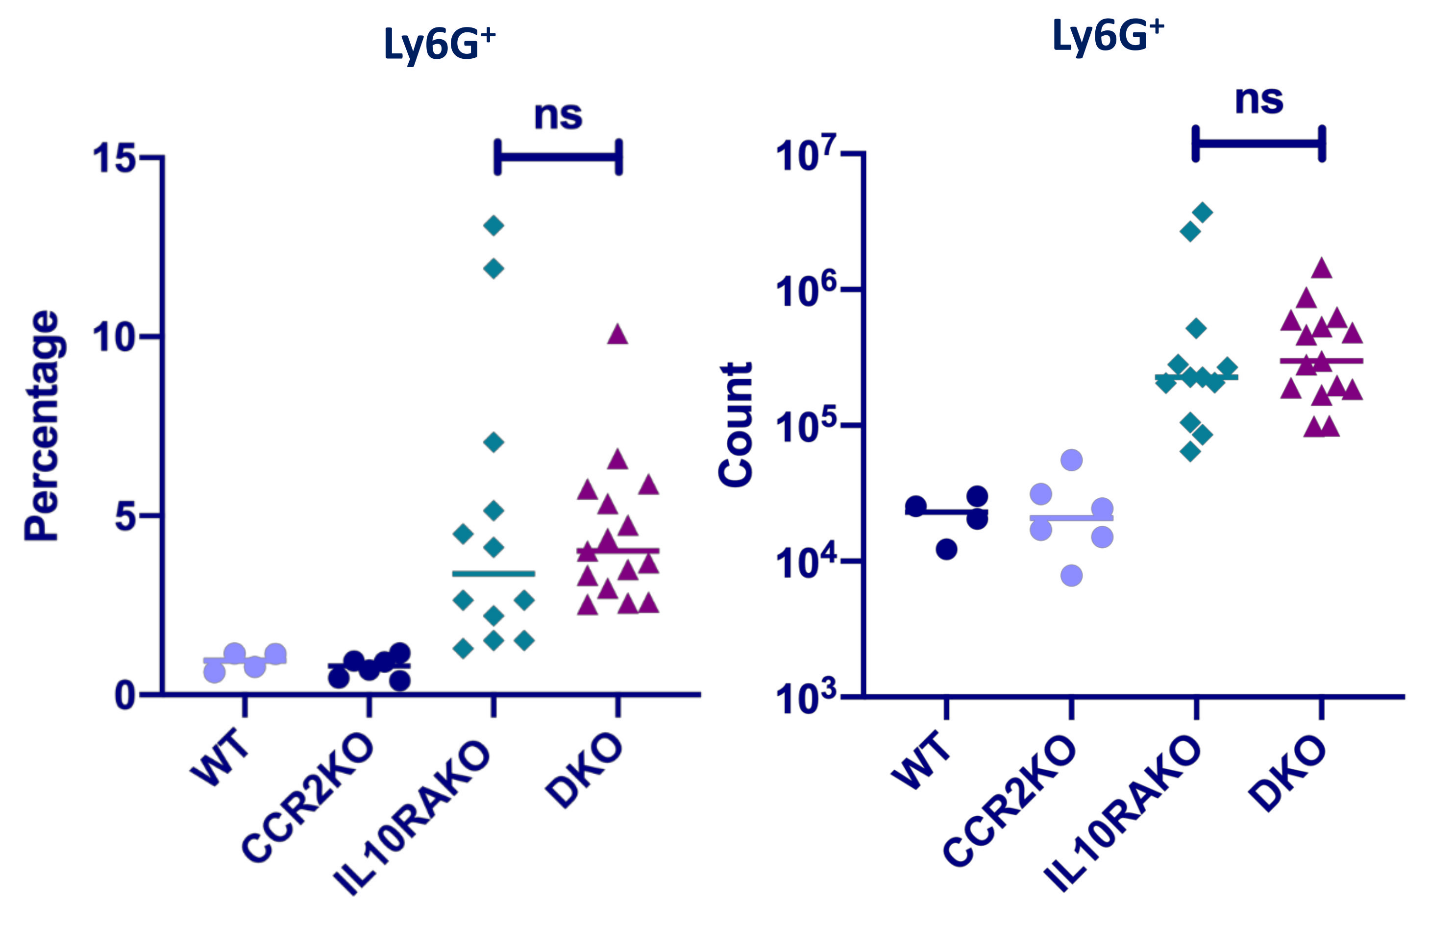

**Figure S2. Absence of CCR2 does not influence neutrophil infiltration of colon of mice lacking IL10RA.** The graph illustrated the percentage (left) and absolutes number (right) of colonic neutrophils out of total CD45^+^ cells in indicated genotypes. *Cdcs1^+/+^Il10ra^-/-^Ccr2^-/-^* (DKO/ n=15), *Cdcs1^+/+^Il10ra^-/-^* (IL10RAKO/ n=12), *Cdcs1^+/+^Ccr2^-/-^* (CCR2KO/ n=6), *Cdcs1^+/+^Il10ra^+/-^Ccr2^+/-^* (WT/ n=4). The results are pooled from 5 separate experiments. Please note the log scale in the graph on the right.

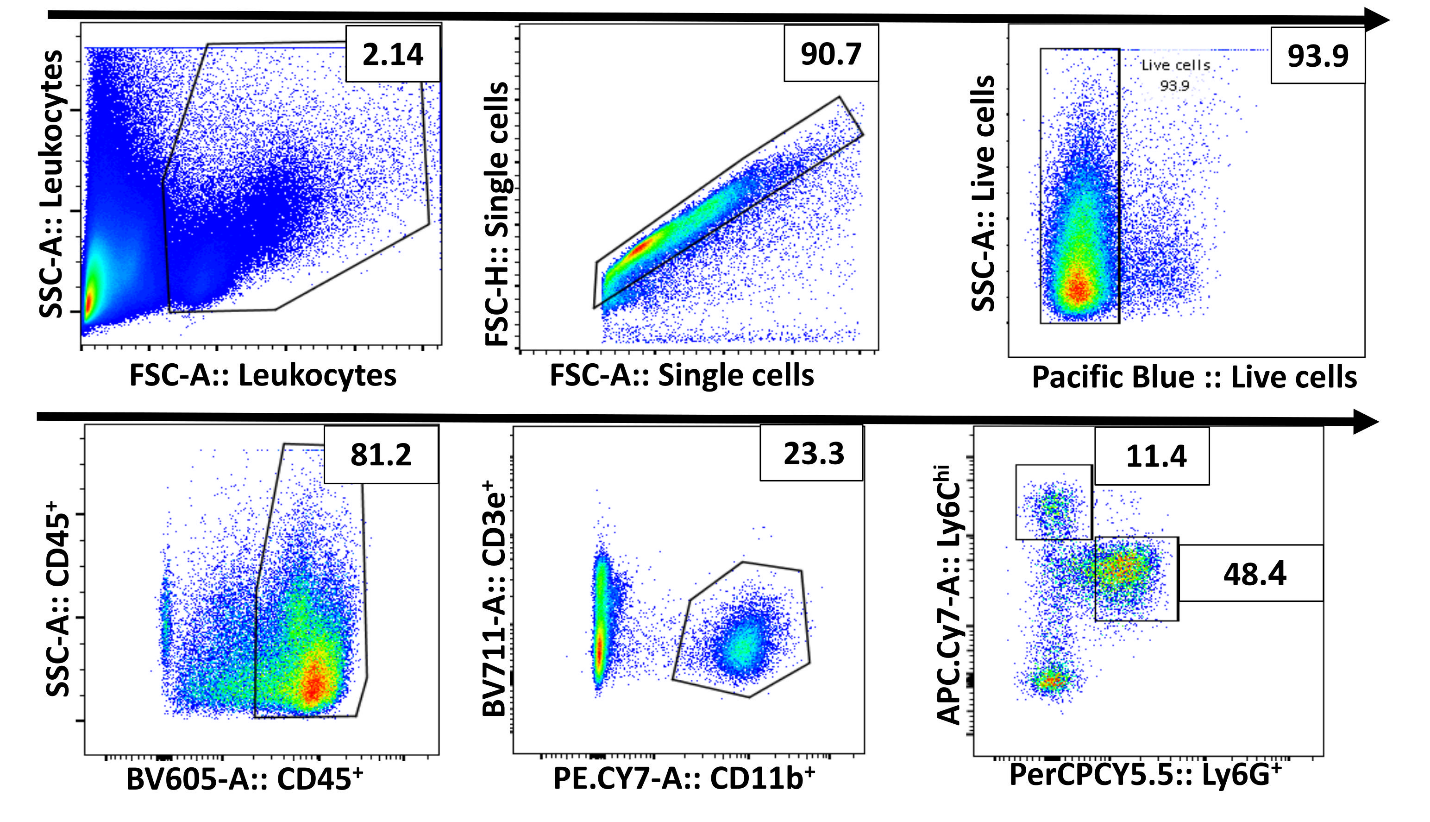

**Figure S3. Immune phenotyping of classical blood Ly6C^hi^ monocytes in inflammed mice.**

How the deposited data were processed for this re-analysis (not part of the article)

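Colonic lamina propria macrophages (CD64+CD11b+, Ly6C−MHCII+) of 5-week-old mice were sorted by the authors, and SmartSeq v4 cDNA was sequenced as paired-end reads. The authors aligned the reads to mm10 with STAR and deposited the raw count of reads per gene, without normalization, for 24982 genes in 14 libraries. Gene names in both deposited tables are written in capitals after the authors harmonized them with biomaRt. The authors also deposited a table of edgeR pseudocounts, a score per gene and library that edgeR derives from the counts by adjusting them to a common library size. That table covers 13338 genes in 12 libraries, and the paper's text does not state the filter behind it. The annotation, the strand setting and the handling of reads that align to several places are not stated either.

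Of the 24982 listed genes, 24489 were matched to a symbol of GENCODE vM21 (GRCm38) and a further 57 through an older symbol, while 436 were not matched and kept the name in the table. The annotation supplied positions, lengths and neighbouring genes only, and all counts are the authors'. All per-sample columns were used (0 left out), although the CCR2KO library entered no test because it has no replicate.

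Genotypes were taken from the sample labels. WT, IL10RAKO and DKO libraries (n = 4 mice each) were those in the pseudocount table. WT mouse 11, which the paper left out without giving a reason, was added in an alternative with 13 libraries. The groups hold different mice, so no paired comparison was possible. The labels give no batch, sex or litter.

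Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept with filterByExpr by genotype (minimum count 10), which left 13136 genes. Library sizes were scaled with TMM, and 3 genotypes were fitted together with glmQLFit and compared with glmQLFTest, with the default deviance of this edgeR version, which is that of edgeR 3. Counts of genes under this default and under the bias-adjusted deviance of edgeR 4 had both been seen when the default was kept as the main setting. P-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p-value under 0.05 were counted. DESeq2 1.42.0 served as an alternative. Standard errors and 95% confidence intervals of log2 fold changes come from the same fit. Permutation and rank tests enumerated all relabelings and were two-sided. For principal component analysis, log2 CPM with a prior count of 2 was centred and not scaled, and separation between genotypes was tested with a pseudo-F over all genes. Directed comparisons used log2(CPM + 1) and the exact Mann-Whitney test, which 4 mice against 4 cannot take below 0.0286. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

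The fit was tested on simulated data with the means and spread of the 12 libraries, in which 200 of 13136 genes were changed. It recovered 0% of the genes changed 1.5-fold, 34.5% of those changed 2-fold and 73.5% of those changed 4-fold, and it called 0, 3 and 7 unchanged genes in the same order. Totals of counted reads ranged from 12153000 to 21216468 per library. A count of 3 reads was taken as the smallest that the depth can show. No pair of libraries of the same genotype differed by so little that they could be duplicates, since the chi-square per degree of freedom was 31.8 or more for every pair.

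Genes were named by a rule set before the data were examined: the genes of Fig. 6B and Fig. 6C, the targeted genes, all genes that passed between DKO and IL10RAKO when there were at most 15, the 3 genes in each direction with the smallest adjusted p-value and no overlap between groups against WT, the cytokine genes the paper names, and marker genes of cell types. Other genes are named only with the remark that they were chosen after their values were seen. Of the genes that passed between DKO and IL10RAKO, 1 is counted but not reported here.

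The alternatives tried were DESeq2, the edgeR exact test, RLE size factors, no filter, a filter of 10 counts in every library, fits of only the 2 genotypes compared, 13 libraries, robust dispersion, a minimum absolute log2 fold change of 1, other pseudocounts and scalings, the deposited pseudocounts, and leaving out each mouse in turn. Alternatives added after the data had been seen were the authors' genes, the exact test on these genes, library totals without TMM, the bias-adjusted deviance of edgeR 4, covariates for *Xist* and for fibroblast markers, and offsets for GC content and gene length.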

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

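The test of T and NK cell markers was set before its result was seen, while the tests of gene neighbours, of a variant carried with the targeted allele, of GC content and length, and of sex were chosen only after the result was seen. Among the 56 groups of libraries examined for a library far from the others, 4 held one (chance alone gives about 5% of groups). The groups overlap, since the WT mice were examined with and without mouse 11.

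*2010315B03Rik*, which the paper does not discuss, was higher in DKO than in IL10RAKO macrophages with a log2 fold change of 1.53 (DKO higher in every comparison of the 4 mice with the 4 IL10RAKO mice). It lies on chromosome 9 within 2 Mb of *Ccr2*. The single CCR2KO library, which the paper does not report on, had 25.6 CPM, close to DKO (26.9 to 34.2) and above IL10RAKO (9.74 to 11.0) and the 4 WT mice of the paper (8.78 to 11.1). WT mouse 11 stood apart from the other WT mice, with 5.55 on the log2(CPM + 1) scale against 3.29 to 3.59. GC content and gene length were tested as a technical explanation, and with offsets for both the gene still passed (adjusted p = 3.26e-04), so this bias alone does not account for the difference. A set of 28 tested genes within 2 Mb of *Ccr2* had smaller p-values between DKO and IL10RAKO than random sets matched on expression (share of 10000 sets as extreme 1e-04, the smallest they can give). Without the chemokine receptor genes among them, the share was 4e-04 over 23 genes. This pattern is consistent with an effect tied to the targeted allele or its surrounding sequence, but *2010315B03Rik* is itself one of the 28 genes. A variant carried with the targeted allele was tested in the CCR2KO library. The mean shift of the neighbours from WT in the DKO direction was larger there than in 92.6% of random sets. This falls short of separating them from chance in an unreplicated library, and the same measure for WT mouse 11 was 37.6%. Only 13 of the 28 genes moved in the DKO direction in the CCR2KO library, and 16 did in WT mouse 11, so the mean does not show a shift of the region as a whole. WT mouse 11 expressed *Ccr2* at 759 CPM and still had the high level of *2010315B03Rik*. It is a single library that also differed from the other WT mice in its epithelial markers and its number of genes with a read. RNA from other cells was not tested as the source of its *2010315B03Rik* level. This library therefore cannot decide whether loss of *Ccr2* is needed for the high level. WT mouse 11 also lay far from the mean of the other WT mice at other neighbours. On the log2(CPM + 1) scale it was 2.77 higher for *Ppp2r3d* and 2.91 lower for *Kif15*, which were picked after their values were seen. Its level of *2010315B03Rik* may therefore have another source than that of DKO mice. A variant in this region that differs between the mice may account for the level in DKO mice and in WT mouse 11. It cannot be told apart from an effect of the targeted allele without sequence from these mice.

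*G530011O06Rik* on chromosome X, which the paper does not discuss, was lower in DKO with a log2 fold change of −2.43, and every DKO mouse was below every IL10RAKO mouse. Reads on *Xist* were found in some libraries of both genotypes and not in others. With *Xist* as a covariate the gene still passed (adjusted p = 2.59e-04), so sex alone does not account for it. A strain or colony variant was not tested, because no reads were analysed here.

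*Thbs3* had 0 reads in WT mouse 11, and 0 on the log2(CPM + 1) scale, against 2.89 to 3.88 in the other WT mice. The depth of this library cannot explain it, because 3 reads would have been 0.247 CPM and the lowest of the other WT mice had 6.40. WT mouse 11 also had the fewest genes with a read (11670) and a mean log2 of the epithelial markers of 7.23, against 2.54 to 6.15 in the other WT mice. The zero was not particular to *Thbs3*. *Timd4*, with 259 to 335 reads in the other WT mice, and *Pdgfra*, with 66 to 148, also had 0 reads in WT mouse 11. No explanation for these values was tested, and the design gives no biological one between WT mice.

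DKO mouse 3 had reads on 15450 genes, against 14550 to 14693 in the other DKO mice, and a mean log2 of T and NK cell markers of 3.71, against 2.27 to 2.49. Depth does not account for the number of genes, since DKO mouse 14 had more counted reads (21216468 against 18621367) and 14615 genes. The same library had the highest *Ifng* of the DKO mice. RNA from T and NK cells was tested as a source of *Ifng*. After the genotype means were removed, *Ifng* and the 7 markers had a Pearson r of 0.600 across 12 libraries (permutation test, p = 0.119, and 0.119 after Benjamini-Hochberg adjustment over 2 relations) and a Spearman rho of 0.314 (permutation test, p = 0.393). Without the 2 libraries farthest from the median of the markers r was −0.117, so the relation with the mean of the 7 markers rests on those libraries. The markers were not tested one by one, so a closer relation with some of them is not excluded. RNA from such cells may contribute to *Ifng* in DKO mouse 3, and the data cannot separate this from expression in macrophages.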

How the results depend on the processing

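The edgeR quasi-likelihood test, the filter, the 12 libraries and the alternatives were set before the data were examined, except for the alternatives named here as added later and for the deviance of that test, which was kept at its default after the counts under both deviances had been seen. The count of genes between DKO and IL10RAKO was 6, and 24 with DESeq2, 22 with the edgeR exact test and 19 with the exact test on the authors' genes (added later), and each of these included the same 6 genes. The genes lower in DKO were 4 of the 6, 21 with DESeq2, 17 with the exact test and 16 with the exact test on the authors' genes. The count ranged from 4 to 10 across the 12 fits that each left out one mouse, and was 4 with all 13 libraries and 4 with the bias-adjusted deviance of edgeR 4 (added later). *Ccr2* and *G530011O06Rik* passed in 28 of 28 settings, *2010315B03Rik* in 27, *Ccl24* in 25 and *Thbs3* in 18. *Thbs3* was removed by the filter of 10 counts in every library and lost its call in 6 fits that left out one mouse, and *Ccl24* lost it in 2. Of the 35 splits of these 8 mice into equal groups, 2 gave as many genes, the real one included. Of the 35 splits behind the counts against WT, 1 did for IL10RAKO and 1 for DKO, which was the real one.

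Against WT, requiring an absolute log2 fold change of at least 1 left 1366 genes in IL10RAKO and 1586 in DKO, and the covariate of fibroblast markers, added later, left 40 and 48. Leaving out one mouse gave 1485 to 2554 genes in IL10RAKO and 1691 to 2995 in DKO. With library totals without TMM (added later) the share of higher genes fell to 23.8% and 25.9%, and the median log2 fold change was −0.38 and −0.32. The cause of these changes was not tested.

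The correlation of log2 fold changes was 0.920 as Pearson r, 0.899 as Spearman rho, and 0.878 to 0.923 with one mouse left out. The median of the Fig. 6B genes was −0.02, and 0.0375 with library totals without TMM, and ranged from −0.111 to 0.0618 with one mouse left out. In those fits *Il12b* ranged from −0.26 to 0.11, *Ifng* from −1.23 to 0.41 and *Cxcl9* from −0.016 to 0.439, all with an adjusted p-value of 0.972 or more. The lowest value of *Ifng* came from the fit without DKO mouse 3. The cause of these reversals was not tested further. The PCA ratio and the exact tests of the 4 selected genes and *Ccr2* stayed on the same side of 0.05 under the alternatives that kept all mice. At this depth and number of mice, changes of 1.5-fold were not recovered in simulated counts, so the small number of genes between DKO and IL10RAKO covers larger changes only.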

Differences from the paper's values

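Beside *Ccr2*, the paper's number of genes at significantly different levels between DKO and IL10RAKO macrophages is 3, against 5 here. *Thbs3* and *Ccl24*, which the paper shows in Fig. 6B, passed here, and so did *2010315B03Rik* and *G530011O06Rik*, which that figure does not show. Among the alternatives set before the data were examined, the count was 3 with all 13 libraries, without IL10RAKO mouse 1 and without IL10RAKO mouse 7. It was 4, which is within 1.5 times the paper's number, with at least 10 counts in every library and without each of the 4 DKO mice in turn. With DESeq2 it was 23, with the edgeR exact test 21, without IL10RAKO mouse 2 it was 9, and the other alternatives gave 5. With all 13 libraries *G530011O06Rik* and *Ccl24* were among the genes, while *Thbs3* and *2010315B03Rik* were not. The bias-adjusted deviance of edgeR 4, which was chosen after seeing the values, gave 3 as well, among them *G530011O06Rik* and *2010315B03Rik* but neither *Thbs3* nor *Ccl24*.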

Other observations

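The tests of *Dcn* were set before their results were seen, while those of *Ccl24*, of transcript length and of the genes lower in IL10RAKO were chosen only after the result was seen.

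*Xist* was found in WT mice 4, 5 and 13, IL10RAKO mice 1 and 2, DKO mouse 14 and CCR2KO mouse 6, at 43.6 to 313.4 CPM, and was at 0 in the other libraries. The labels give no sex.

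*Ccl2* was at 217.9 CPM in WT, 51.6 in IL10RAKO and 19.1 in DKO macrophages, a log2 fold change between DKO and IL10RAKO of −1.43 that did not pass (adjusted p = 0.705 from edgeR). Of 28 settings tried it passed in 1, DESeq2. The mean log2 of resident macrophage markers was 6.49 in WT, 3.62 in IL10RAKO and 3.13 in DKO (n = 4 mice each). It was 6.67 in the CCR2KO library and 4.89 in WT mouse 11, which lay below the other WT mice (6.31 to 6.73).

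One other split of the IL10RAKO and DKO mice, with IL10RAKO mice 1 and 8 and DKO mice 3 and 9 against the rest, gave 24 genes, all in the same direction. The median length of these genes was 7307 bases, against 3260 of the tested genes. Transcript length was tested as the explanation. With offsets for GC content and length, 0 genes passed in that split, while the real split gave 7 genes and no other split gave more than 1. A bias with transcript length that differs between libraries is a possible explanation of that split. The real comparison was not free of a trend with length. Its log2 fold changes between DKO and IL10RAKO had a Spearman rho of 0.220 with transcript length.

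*Ccl24* was higher in DKO than in IL10RAKO. Of the RNA from other cells of the tissue, that of fibroblasts was tested with the fibroblast marker covariate, under which *Ccl24* still passed (adjusted p = 0.0203). The markers differ little between these genotypes, at a mean log2 of 1.69 in IL10RAKO and 1.65 in DKO, which gives no support to fibroblast RNA as the source and leaves the covariate little to remove. Other cell types were not tested as a source of *Ccl24*, so this test cannot tell whether their RNA contributes.

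*Dcn*, a fibroblast gene of Fig. 6B, was lower in IL10RAKO and DKO than in WT. All 6 other fibroblast markers were lower in IL10RAKO, with a median log2 fold change of −3.72, and their mean log2 was 4.56 in WT. RNA from fibroblasts was tested as the source. Across 12 libraries, after the genotype means were removed, *Dcn* and these markers had a Pearson r of 0.659 (permutation test, p = 0.0351, and 0.0702 after Benjamini-Hochberg adjustment over 2 relations) and a Spearman rho of 0.663 (permutation test, p = 0.0655, adjusted 0.131). Without the 2 libraries farthest from the median r was 0.644. RNA from fibroblasts in the WT libraries is a candidate explanation for *Dcn*, but the relation did not pass the adjustment. The criterion was set on the adjusted value after the raw value had been seen, which is the stricter choice.

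Of the 9 genes of Fig. 6B that were higher in WT, 8 had lower values in DKO than in IL10RAKO. The same was asked of all 933 genes lower in IL10RAKO than in WT, where the median log2 fold change between DKO and IL10RAKO was −0.02, and 8 of 70 orientations of the splits gave as low a median. The median over all orientations was 0.14. A median near 0 therefore does not show that the larger set lacks the pattern, and 8 of 70 does not separate it from other orientations.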
